# Cell competition corrects noisy Wnt morphogen gradients to achieve robust patterning in the zebrafish embryo

**DOI:** 10.1038/s41467-019-12609-4

**Published:** 2019-10-17

**Authors:** Yuki Akieda, Shohei Ogamino, Hironobu Furuie, Shizuka Ishitani, Ryutaro Akiyoshi, Jumpei Nogami, Takamasa Masuda, Nobuyuki Shimizu, Yasuyuki Ohkawa, Tohru Ishitani

**Keywords:** Morphogen signalling, Embryonic induction, Embryonic induction

## Abstract

Morphogen signalling forms an activity gradient and instructs cell identities in a signalling strength-dependent manner to pattern developing tissues. However, developing tissues also undergo dynamic morphogenesis, which may produce cells with unfit morphogen signalling and consequent noisy morphogen gradients. Here we show that a cell competition-related system corrects such noisy morphogen gradients. Zebrafish imaging analyses of the Wnt/β-catenin signalling gradient, which acts as a morphogen to establish embryonic anterior-posterior patterning, identify that unfit cells with abnormal Wnt/β-catenin activity spontaneously appear and produce noise in the gradient. Communication between unfit and neighbouring fit cells via cadherin proteins stimulates apoptosis of the unfit cells by activating Smad signalling and reactive oxygen species production. This unfit cell elimination is required for proper Wnt/β-catenin gradient formation and consequent anterior-posterior patterning. Because this gradient controls patterning not only in the embryo but also in adult tissues, this system may support tissue robustness and disease prevention.

## Abstract (web summary)

Gradients of morphogens such as Wnt provide instructive cues for cell identities during development. Here, the authors report that in the developing zebrafish embryo, cell competition and elimination of unfit cells are required for proper Wnt gradient formation.

## Introduction

Tissue patterning is a fundamental process during embryonic development and adult tissue homeostasis. To reproducibly achieve precise tissue patterning, the molecular and cellular systems controlling patterning must be robust against environmental and physiological perturbations. Activity gradients of morphogen signalling, including Wnt/β-catenin, bone morphogenetic protein (BMP), sonic hedgehog (Shh), fibroblast growth factor (FGF) and nodal signalling pattern the tissue axes^1,2^. In the embryonic anterior–posterior (AP) axis formation of deuterostomes (amphioxus, fish, frog and mammal), Wnt/β-catenin signalling is activated and inhibited in the presumptive posterior and anterior tissue, respectively. This bi-directional regulation forms a signalling activity gradient along the AP axis to establish embryonic AP patterning^3^. However, rapid cell proliferation and movement in developing tissues may affect morphogen diffusion and signal transduction, thereby producing cells with unfit signalling and consequent noisy morphogen gradients. It is not yet completely understood how these noises are overcome to generate robust patterning.

Cell competition is an interactive process wherein cells compete for fitness in a tissue environment. Specifically, relatively higher fitness cells eliminate those with lower fitness^4,5^. Key features of this process include that it originates from specific interactions between two cell types leading to elimination in one, and context-dependency. For example, mosaically introduced polarity-deficient cells are apoptotically eliminated by their neighbouring wild-type cells in *Drosophila* imaginal disc and mammalian cultured cells^6–8^ and in Myc-low-level cells upon communicating with Myc-high-level cells^9–11^. Although cell competition, which is evolutionarily conserved from insects to mammals, may assist in proper embryogenesis, tissue morphogenesis, and tumour progression and prevention^12^, its physiological relevance and detailed mechanisms, especially of unfit cell-sensing, remain unclear.

Here, we identify a cell competition-related system for correcting the noise in the Wnt/β-catenin morphogen gradient, presenting a previously unidentified physiological role of cell competition and the mechanisms that mediate unfit cell sensing and elimination.

## Results

### Unfit cell elimination smoothens the Wnt/β-catenin gradient

To clarify the entire morphogen gradient formation process, we visualized Wnt/β-catenin signalling activity during AP axis formation in zebrafish early embryos (Fig. 1a) using OTM (Optimal TCF Motif):d2EGFP^13^ and OTM:ELuc-CP (Supplementary Fig. 1a) reporters. These respectively express destabilized EGFP (d2EGFP), providing high spatial resolution, and highly-destabilized Emerald luciferase (ELuc-CP), possessing high temporal resolution and suitable for quantitative analyses (Supplementary Fig. 1b–e), upon Wnt/β-catenin signalling activation. A noisy signalling-gradient along the AP axis was detected in both transgenic zebrafish embryo types at around 8.5–12 h-post-fertilization (hpf) (Fig. 1b–d, Supplementary Movie 1). Abnormally low and high Wnt/β-catenin activities were spontaneously detected in the Wnt/β-catenin activity-high posterior and -low regions, respectively (Fig. 1b, d, e, Supplementary Movie 1). We confirmed that the endogenous Wnt/β-catenin target gene (*lef1*) and nuclear β-catenin proteins also showed noisy expression patterns, which was reflected by the reporter activities (Supplementary Fig. 1f–i). Abnormal Wnt/β-catenin activity gradually disappeared over time (Fig. 1d), suggesting that zebrafish embryonic tissue may possess a system for eliminating signalling noise to smoothen the Wnt/β-catenin-gradient. As mouse embryonic tissues eliminate defective cells, including low Myc level, autophagy-deficient, and tetraploid cells in an apoptosis-dependent manner^9,11^, unfit Wnt/β-catenin activity-abnormal cells might also be apoptotically eliminated. To investigate the relationship between apoptosis and abnormal Wnt/β-catenin activity, we detected active caspase-3- and TUNEL-positive apoptotic cells in 8–10 hpf embryos undergoing Wnt/β-catenin-gradient-mediated AP axis patterning (Supplementary Fig. 2a–c, Supplementary Movie 2). Apoptotic cell number and position varied between embryos (Supplementary Fig. 2d and 2e), suggesting that the apoptosis is not pre-programmed. In some unfit Wnt/β-catenin activity-abnormal cells, caspase-3 was activated (Fig. 1b, right; Supplementary Fig. 2f–g), whereas apoptosis inhibition by anti-apoptotic bcl-2 or caspase inhibitor p35 overexpression reduced physiologically occurring apoptosis (Supplementary Fig. 2c–h), enhanced the appearance of unfit cells with abnormally high or low Wnt/β-catenin activity, and severely distorted the Wnt/β-catenin activity gradient (Fig. 1f, Supplementary Fig. 2i–j). These results suggest that apoptotic elimination of unfit cells smoothens the Wnt/β-catenin-gradient.

**Fig. 1:**
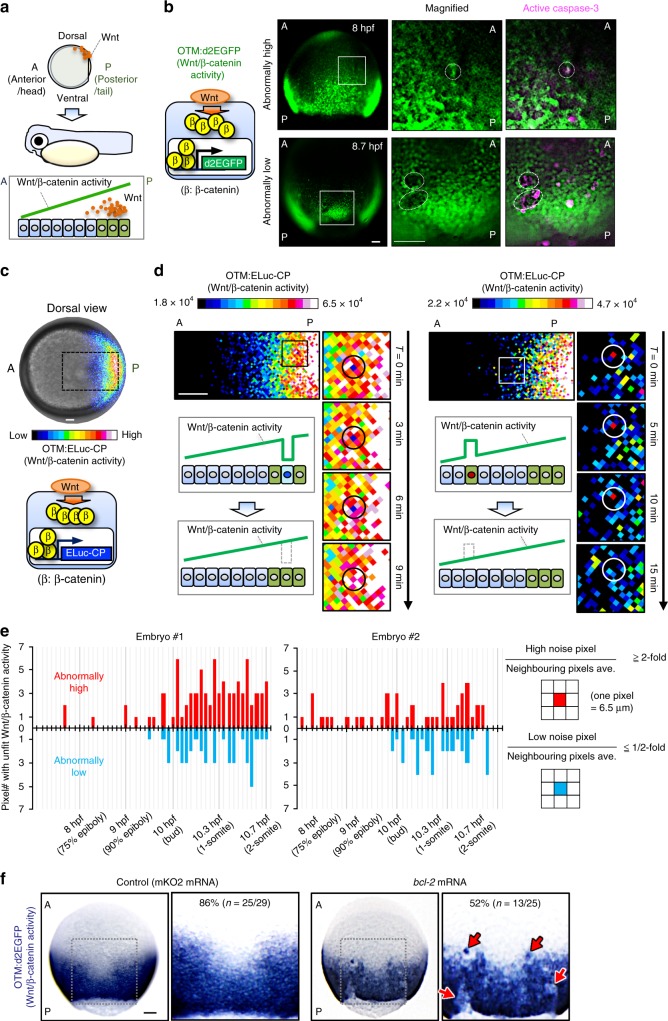
Apoptotic elimination of unfit cells smoothens the Wnt/β-catenin gradient. **a** Schematic illustration of Wnt/β-catenin activity gradient formation. A: anterior, P: posterior. **b** Caspase-3 activation in unfit cells with abnormal Wnt/β-catenin activity. Whole-mount immunostaining of d2EGFP (green) and active caspase-3 (magenta) in Tg(OTM:d2EGFP) zebrafish embryos (Dorsal view). Dotted line indicates abnormal Wnt/β-catenin-reporter activity. Scale bars, 200 μm. **c** OTM:ELuc-CP drives destabilized ELuc-CP expression in response to Wnt/β-catenin signalling activation in reporter embryo (dorsal view). Scale bar, 200 μm. (See also Supplementary Movie 1). **d** Time lapse images showing unfit cells with abnormal Wnt/β-catenin activity appear then disappear in OTM:ELuc-CP embryos. Scale bars, 100 μm. Pixel area length is 6.5 μm, ≤ zebrafish deep cell diameter (~10 μm). **e** Physiological Wnt/β-catenin-noise during zebrafish AP axis formation. Graphs show the number of pixels with unfit Wnt/β-catenin activity in the luminescence images of living OTM:ELuc-CP transgenic zebrafish embryos during AP axis formation. Schematic illustrations: pixel retaining >two-fold or <two-fold intensity compared to neighbouring pixels for ≥frames (>6 min) was defined as High or Low noise, respectively. Pixels retained for ≥two frames were counted as the physiological Wnt/β-catenin noise. Pixels spontaneously showing abnormally high or low activity within one frame were regarded as other noise (e.g., cosmic rays and detector noises) and excluded. **f** Apoptosis inhibition enhances unfit abnormally high or low Wnt/β-catenin activity cell appearance. Whole-mount in situ hybridization of d2EGFP in Tg(OTM*:*d2EGFP) embryos (dorsal view). *p* *<* 0.01 (Fisher’s exact test). Scale bar, 200 μm. See also Supplementary Figs. 1 and 2

### A large β-catenin activity differential triggers apoptosis

To confirm that embryonic tissue equips the system for eliminating cells with unfit Wnt/β-catenin activity via apoptosis, we artificially introduced a small number of GFP-expressing Wnt/β-catenin-abnormal cells into zebrafish embryos by injecting heat-shock-driven expression plasmids (Fig. 2a) and tracking their behaviour. As predicted, Wnt/β-catenin-hyperactivated cells expressing constitutively active β-catenin (β-catCA), a Wnt receptor LRP6 (LRP6CA), or a dominant-negative Wnt/β-catenin negative regulator GSK-3β mutant (GSK-3β DN) activated caspase-3 and gradually disappeared, whereas negative control cells expressing GFP alone survived. GSK3βDN can mimic physiological Wnt/β-catenin activation in zebrafish embryos (Supplementary Fig. 2k). Wnt/β-catenin-inactivated cells expressing Wnt/β-catenin negative regulators Axin1 or GSK-3β or a dominant-negative LRP6 mutant also activated caspase-3 and were eliminated (Fig. 2b–d, Supplementary Movies 3 and 4). The Wnt/β-catenin-hyperactivated or -inactivated cells underwent DNA fragmentation (Supplementary Fig. 3a) and were TUNEL-positive (Supplementary Fig. 3b). Caspase-inhibitor p35 co-expression blocked β-catCA-expressing cell elimination from larval tissue (Fig. 2d). These results suggest that the artificially introduced Wnt/β-catenin-abnormal cells are apoptotically eliminated.

**Fig. 2:**
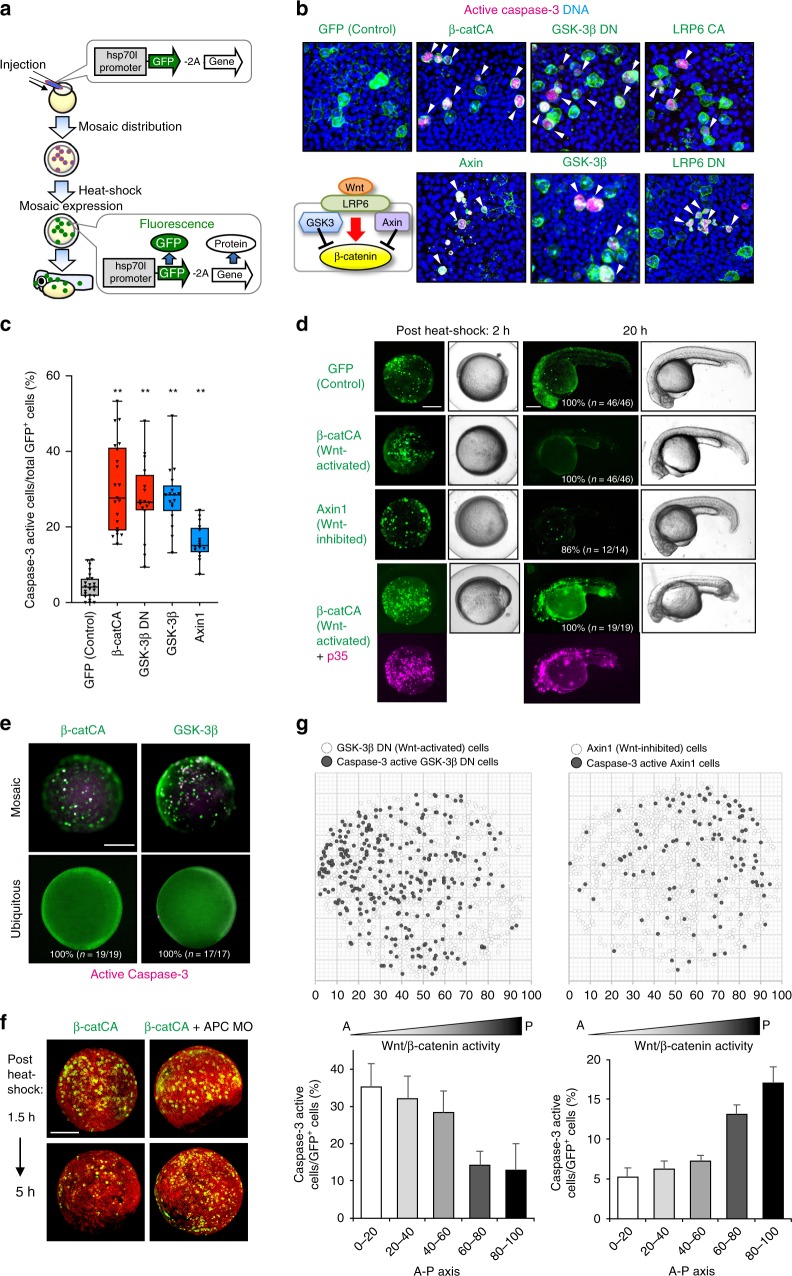
Substantial difference in Wnt/β-catenin activity between unfit and neighbouring cells triggers unfit cell apoptosis. **a** Schematic illustration of experimental introduction of fluorescent Wnt/β-catenin-abnormal cells in zebrafish early embryo through heat shock induction. **b**, **c** Artificially introduced Wnt/β-catenin-abnormal cells undergo apoptosis. Confocal microscopy images showing whole-mount immunostaining of active caspase-3 (magenta) in mosaic embryos expressing membrane GFP ± Wnt activators or inhibitors. Scale bar, 50 μm. Arrowheads indicate caspase-3-active cells. **c** Box plots of GFP^+^ caspase-3-active cell frequencies show 75th, 50th (median), and 25th percentiles (right). Whiskers indicate minimum and maximum. Each dot represents one embryo (*n* = 23, 21, 16, 17 and 16 embryos, two or more independent experiments). **p *<* 0.01 (one-way ANOVA). **d** Embryos artificially introduced with cells expressing membrane GFP alone (GFP) or with β-catCA or Axin1 with or without caspase inhibitor p35. Fluorescence and bright-field images after heat-shock. p35 expression (magenta). Scale bar, 200 μm. (See also Supplementary Movies 3 and 4). **e** Surrounding normal cells are required for apoptosis induction of β-catCA- or GSK-3β-overexpressing cells. [Tg(hsp70l:GFP-T2A-β-catCA)] or [Tg(hsp70l:GFP-T2A-GSK-3β)] transgenic lines were exposed to heat shock. Percentages of embryos showing similar phenotype and number of embryos are shown. Scale bar, 200 μm. **f** Alleviation of Wnt/β-catenin activity difference between β-catCA-overexpressing cells and surrounding normal cells by injecting APC MO blocks β-catCA-overexpressing cell elimination. Cell membrane was visualized by injecting membrane-tagged mKO2 mRNA (red). Scale bar, 200 μm. **g** Cells causing excess noise in Wnt/β-catenin-gradients efficiently undergo apoptosis. Top panels show the maps of artificially introduced cells in zebrafish embryos. Bottom graphs show the means ± SEM of caspase-3-active cell frequencies within the divided range along the AP axis (GSK-3βDN, *n* = 8 embryos, 1131 cells; Axin1, *n* = 14 embryos, 1308 cells). See also Supplementary Fig. 3

Zebrafish embryos consist of epithelial (envelope layer) and mesenchymal tissues (deep cells)^14^. In both tissues, Wnt/β-catenin-hyperactivated cells activated caspase-3 and then disappeared (Supplementary Fig. 3c and 3d), indicating that both tissues eliminate Wnt/β-catenin-abnormal cells. Mosaic but not ubiquitous introduction of abnormal Wnt/β-catenin activation or inhibition into normal embryos strongly activated caspase-3 (Fig. 2e). Mosaically introduced β-catCA-expressing cells were efficiently eliminated from normal embryos but not from Wnt/β-catenin-hyperactivated embryos injected with antisense morpholino (MO) against the Wnt/β-catenin negative regulator APC or treated with the GSK-3β chemical inhibitor BIO (Fig. 2f and Supplementary Fig. 3d). Small numbers of β-catCA-expressing cells transplanted into normal but not β-catCA-expressing embryonic tissue activated caspase-3 in cells contacting normal cells (Supplementary Fig. 3e). These results indicate that Wnt/β-catenin activation or inhibition is not sufficient to induce apoptosis and suggest that Wnt/β-catenin-abnormal cells require surrounding healthy cells with appropriate Wnt/β-catenin activity for apoptosis induction. The Wnt/β-catenin activity difference between the abnormal and neighbouring cells thus appears to trigger apoptosis in the former. Accordingly, cells with abnormally high or low Wnt/β-catenin activity efficiently activated caspase-3 in the Wnt/β-catenin signalling-low anterior or signalling-high posterior region, respectively (Fig. 2g; Supplementary Fig. 3f). This result indicates that a large Wnt/β-catenin activity differential between abnormal and neighbouring cells is required for inducing abnormal cell apoptosis. Mosaic activation of neither Ras nor Src signalling could activate caspase-3 in zebrafish embryos (Supplementary Fig. 3g), indicating that zebrafish embryonic tissue specifically kills Wnt/β-catenin-abnormal cells. However, survival of keratinocytes with abnormally high and low Wnt/β-catenin activity in zebrafish larval skin (Supplementary Fig. 3h–i) suggests that the Wnt/β-catenin-abnormal cell elimination system may specifically exist in tissues forming Wnt/β-catenin-gradients.

### Cadherin proteins form gradients along the AP axis

Next, we investigated the mechanisms for sensing cells with unfit Wnt/β-catenin activity. Mosaic introduction of constitutive active or dominant negative β-catenin nuclear effector Lef1 (Lef1CA and Lef1DN) mutants did not activate caspase-3 (Fig. 3a, b). Lef1DN co-expression did not block caspase-3 activation in β-catCA-expressing cells (Fig. 3a, b), suggesting that unfit Wnt/β-catenin signalling triggers apoptosis independent of Lef1. Accordingly, β-catCA proteins localized to the nucleus, cytoplasm, and membrane (Fig. 3c), whereas mosaic nuclear-export-signal (NES)-tagged β-catCA expression, which mainly localised to the cytoplasm and membrane (Fig. 3c), activated caspase-3 (Fig. 3a, b). These results suggest that unfit Wnt/β-catenin signalling in the cytoplasm or membrane, but not in the nucleus, triggers apoptosis.

**Fig. 3:**
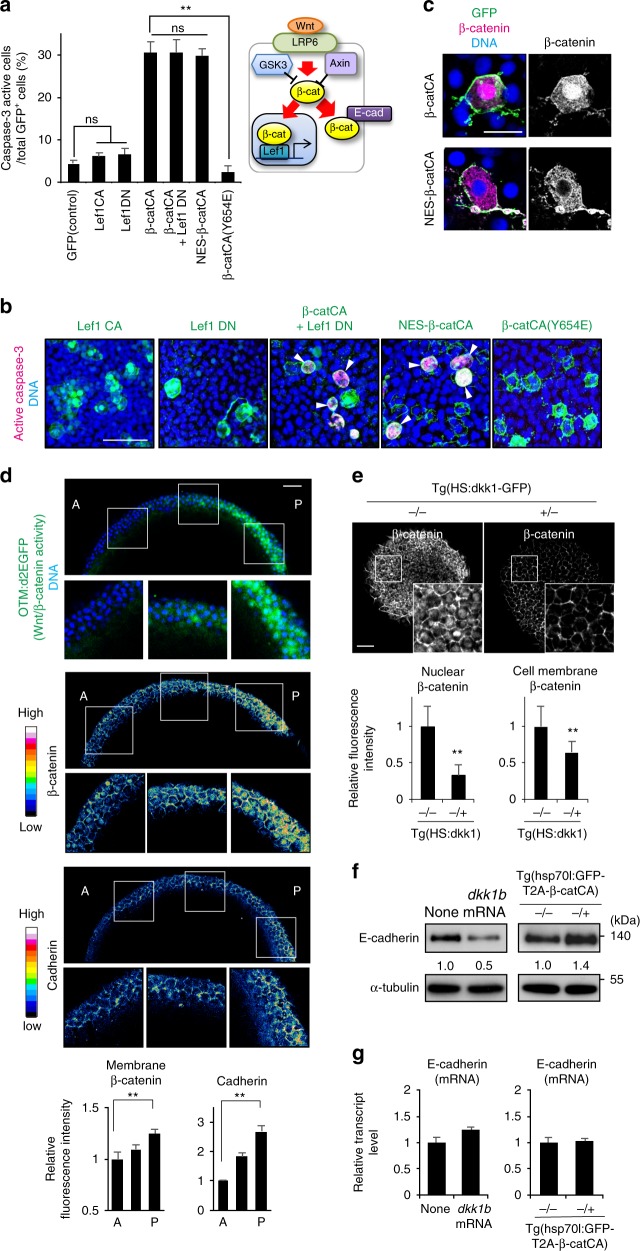
Membrane β-catenin and cadherin proteins form their concentration gradient along the AP-axis in a Wnt/β-catenin gradient-dependent manner. **a** Direct β-catenin-E-cadherin binding is required for unfit cell apoptosis induction. Schematic illustration of nuclear and membrane β-catenin functions (right). Graph show means ± SEM of GFP^+^ caspase-3-active cell frequencies in Lef1 or β-catCA mutant mosaic embryos (left) (*n* = 9, 11, 13, 13, 31, 14 and 6 embryos, two or more independent experiments). **p *<* 0.01 (one-way ANOVA). **b** Representative confocal fluorescence images show GFP (green), active caspase-3 (magenta), and DNA (blue) in embryos introduced with cells expressing Lef1 mutants or β-catCA mutants. Scale bar, 50 μm. **c** Both β-catCA and NES-β-catCA localize to the plasma membrane in zebrafish embryos. Scale bar, 20 μm. **d** Membrane β-catenin and E-cadherin protein levels correlate with Wnt/β-catenin signalling activity. Optical sagittal cross-section (dorsal side) in 8.3 hpf embryos. Panels show fluorescence of OTM:d2EGFP (green) and DNA (blue), fluorescence intensity of β-catenin and E-cadherin staining, and their magnified views. Scale bar, 50 μm. Bottom graph shows fluorescence intensity (means ± SEM, *n* = 12 cells per region) of β-catenin and E-cadherin staining at intercellular boundaries within three evenly divided regions across the AP axis. (Also see Methods). **p *<* 0.01 (*t* test). **e** Inhibition of Wnt signalling (Dkk1 overexpression) reduces nuclear as well as membrane β-catenin. Dorsal side of whole-mount β-catenin immunostaining of Tg(HS:dkk1b-GFP) zebrafish embryos and sibling embryos at 9 hpf exposed to heat shock at 37 °C from 4.3 to 5.3 hpf. +/− and −/− indicate the heterozygous transgenic sibling and non-transgenic wild-type sibling, respectively. Scale bar, 50 μm. Bottom graph shows fluorescent intensity (means ± SEM, *n* = 10 cells). **p *<* 0.01 (*t* test). **f**, **g** E-cadherin protein level correlates with Wnt/β-catenin signalling activity. 9 hpf embryos injected with *dkk1b* mRNA or Tg(HS:hsp70l:GFP-T2A-β-catCA) embryos exposed heat shock at 37 °C from 4.3 to 5.3 hpf were extracted and then subjected into immunoblotting with anti-E-cadherin and anti-α-tubulin antibodies (**f**) or qPCR (**g**)

Because β-catenin binds to the adhesion molecule cadherin in the membrane^15^, we hypothesized that cadherin may facilitate unfit cell apoptosis. Mosaic introduction of mutant β-catCA Y654E, with transactivation but not cadherin-binding activity^16–18^, could not activate caspase-3 (Fig. 3a, b). This result suggests that direct β-catenin-cadherin interaction may be required to induce unfit cell apoptosis. Immunostaining of membrane β-catenin and cadherin expression in zebrafish embryos detected Wnt/β-catenin activity (OTM:d2EGFP) gradient formation and nuclear β-catenin level as well as membrane β-catenin and cadherin gradient formation along the AP axis (Fig. 3d). Cells in the Wnt/β-catenin-high posterior region expressed high nuclear and membrane β-catenin and cadherin levels, albeit relatively low levels in the Wnt/β-catenin-low anterior region (Fig. 3d), suggesting that Wnt/β-catenin signalling may promote membrane β-catenin and cadherin accumulation. Accordingly, Wnt antagonist Dkk1 overexpression in whole embryos reduced membrane β-catenin (Fig. 3e) and E-cadherin protein levels (Fig. 3f), whereas β-catenin overexpression increased E-cadherin protein levels (Fig. 3f). Conversely, Dkk1 or β-catenin overexpression did not affect E-cadherin mRNA levels (Fig. 3g), suggesting that Wnt/β-catenin signalling post-translationally stabilises E-cadherin in zebrafish embryos.

### Cadherin is involved in unfit cell sensing

As expected, upon introducing abnormally high Wnt/β-catenin activity into the cadherin level-low anterior tissue, Wnt/β-catenin-abnormally high cells increased both endogenous and exogenous cadherin proteins, with the converse also being true (Fig. 4a, b, and Supplementary Fig. 4a–c). Similar endogenous cadherin-level change was also detected in naturally generated unfit cells (Supplementary Fig. 4d). These results suggest that unfit cells alter cadherin levels to yield substantial differences of membrane cadherin levels (cadherin imbalance) between unfit and neighbouring normal cells. We hypothesized that this imbalance may be involved in unfit cell elimination. To test this, we relieved the cadherin imbalance by partial knockdown (Supplementary Fig. 4e) or E-cadherin overexpression in whole embryos. Both treatments reduced Wnt/β-catenin abnormally high- and low- cell apoptosis (Fig. 4c, d). Mosaic introduction of cells overexpressing E-cadherin was sufficient to induce caspase-3 activation (Fig. 4e). To avoid β-catenin absorption (and consequent Wnt/β-catenin activity reduction) by overexpressing E-cadherin, we also examined the E-cadherin αC mutant lacking β-catenin-binding activity. E-cadherin αC mutant-expressing cells also activated caspase-3 (Fig. 4e), suggesting that abnormally high levels of cadherin stimulate apoptosis downstream of unfit β-catenin signalling. In addition, small numbers of E-cadherin-partial knockdown cells transplanted into normal embryonic tissue efficiently activated caspase-3 in the posterior tissue, which expresses high levels of cadherin (Fig. 4f and Supplementary Fig. 4f), suggesting that abnormally low levels of cadherin also stimulate apoptosis. Thus, the membrane cadherin level difference between unfit and neighbouring fit cells appears to be involved in unfit cell sensing.

**Fig. 4:**
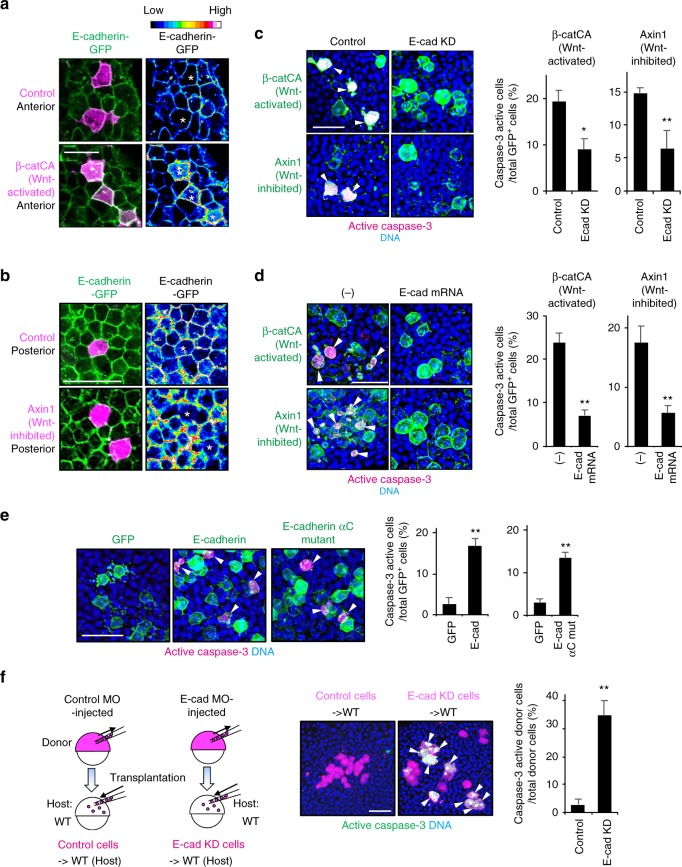
Cadherin is involved in unfit cell sensing. **a**, **b** Mosaic unfit abnormal Wnt/β-catenin-activity cell introduction changes exogenous E-cadherin levels in zebrafish embryos. Confocal images showing embryos injected with E-cadherin-GFP mRNA (green) and mosaically introduced with mKO2 alone-expressing control cells or mKO2 and β-catCA- or Axin1-overexpressing cells (magenta). Right panels show fluorescence intensity of E-cadherin-GFP. Scale bar, 50 μm. **c**, **d** Partial E-cadherin knockdown (**c**) or E-cadherin overexpression (**d**) blocks β-catCA- or Axin1-overexpressing cell apoptosis. Confocal images showing whole-mount immunostaining of active caspase-3 (magenta) in mosaic embryos expressing membrane GFP ± β-catCA or Axin1 (green) and injected with low dose E-cadherin MO (E-cad KD) or E-cadherin mRNA. Arrowheads indicate caspase-3-active cells. Scale bar, 50 μm. Graphs show the means ± SEM (*n* = 8 or more embryos, two independent experiments) of GFP^+^ (β-catCA, Axin1) caspase-3 active cell frequencies (right). **p *<* 0.01, *p *<* 0.05 (*t* test). **e** Cells with unfit high E-cadherin levels undergo apoptosis in mosaic embryos. Confocal images showing whole-mount immunostaining of active caspase-3 (magenta) in mosaic embryos expressing membrane GFP ± E-cadherin or its mutant (green). Arrowheads indicate caspase-3-active cells. Scale bar, 50 μm. Graphs show the means ± SEM (*n* = 5 or more embryos, two independent experiments) of GFP^+^ caspase-3-active cell frequencies (right). **p *<* 0.01 (*t* test). **f** Cells with unfit low E-cadherin levels undergo apoptosis in mosaic embryos. E-cadherin partial knockdown (E-cad KD) cells or control cells (magenta) were transplanted into wild-type embryos. Confocal images showing whole-mount immunostaining of active caspase-3 (green) in mosaic embryos. Arrowheads indicate caspase-3-active cells. Scale bar, 50 μm. Graph shows the means ± SEM (*n* = 7 or more embryos, two independent experiments) of GFP^+^ caspase-3-active cell frequencies (right). **p *<* 0.01 (*t* test). See also Supplementary Fig. 4

### TGF-β-Smad signalling mediates unfit cell killing

We next explored the unfit cell-killing system. As previous studies suggest a role for JNK MAPK, p38 MAPK, or p53 in cell competition-mediated unfit cell apoptosis^8,19,20^, we tested their potential involvement in Wnt/β-catenin-abnormal cell apoptosis in zebrafish embryos. β-catCA-expressing cells activated caspase-3 regardless of dominant negative JNK or p38 mutant expression (Supplementary Fig. 5a, b), treatment with chemical inhibitors against JNK and p38, or MO-mediated p53 knockdown (Supplementary Fig. 5c, d). Thus, JNK, p38, and p53 appear not to mediate unfit-Wnt/β-catenin-activity cell apoptosis.

To identify the actual mediators, we screened the genes involved in unfit cell-killing. We collected β-catCA-expressing cells from β-catCA-mosaically introduced (Mosaic) or β-catCA ubiquitously-expressing (Ubiquitous) embryos, or cells from uninjected embryos (Uninjected) by using FACS (Fig. 5a), and compared gene expression patterns using RNA-Seq (Fig. 5a and Supplementary Fig. 5e). 

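Cells from 40 embryos per group were dissociated and sorted, and 2 libraries were sequenced for each of the 3 groups. ‘Mosaic’ and ‘Ubiquitous’ cells were sorted as GFP+ cells, the latter from embryos of a transgenic line in which heat shock induces β-catCA, and ‘Uninjected’ cells were sorted under similar conditions. The paper's text does not name whether the ‘Uninjected’ embryos were exposed to heat shock. The methods place the collection at 8.3 h post fertilization and the sample labels place it at 9 h, and the deposited values do not settle which holds. The libraries were made by CEL-Seq2, in which a molecular identifier on each transcript lets duplicate reads be discarded. The authors aligned the reads to GRCz10 with Bowtie2, counted them per gene with HTSeq and deposited regularized log (rlog) values on the log2 scale. An rlog value is a count scaled for library size and drawn toward the gene's mean over all samples, more strongly where counts are low. Of 32266 genes in the deposited table, 18134 were listed at exactly 0 in all 6 libraries. The counts behind the values were inferred by inverting the rlog transformation, and the inferred counts gave the deposited values to within 0.001 for 14119 of the other 14132 genes. Total inferred counts were 217242 and 240220 in ‘Mosaic’, 345590 and 34540 in ‘Ubiquitous’, and 58352 and 489311 in ‘Uninjected’, a 14.2-fold range. In the shallowest library, the second of ‘Ubiquitous’, 14.4% of the genes tested had no count, and in the first of ‘Uninjected’ 5.0% had none. Differences between groups were tested with limma on the rlog values of the 3905 genes with a mean rlog of at least 2, with Benjamini-Hochberg adjustment and the paper's false discovery rate threshold of 0.1. In simulated libraries of the same depths, the median difference on the rlog scale was about 0.51 of the true log2 change between ‘Mosaic’ and ‘Uninjected’ cells. The differences given here may therefore understate the changes in expression, less so for genes with many counts.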

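Between ‘Mosaic’ and ‘Uninjected’ cells, 54 genes had an adjusted p-value under 0.1 in limma's test, of which 21 were higher and 33 lower in ‘Mosaic’. Between ‘Ubiquitous’ and ‘Uninjected’ cells, 19 genes passed, with 6 higher and 13 lower in ‘Ubiquitous’. In total, 39 genes passed in ‘Mosaic’ but not in ‘Ubiquitous’ cells, 19 higher and 20 lower. The difference between ‘Mosaic’ and ‘Ubiquitous’ was tested directly, and 15 of the 39 passed that test as well. Over all genes, 52 passed between ‘Mosaic’ and ‘Ubiquitous’, 20 higher and 32 lower in ‘Mosaic’. When 100 sets of 6 libraries were simulated with no change between groups, at most 4 genes passed between ‘Mosaic’ and ‘Uninjected’, 2 between ‘Ubiquitous’ and ‘Uninjected’ and 4 between ‘Mosaic’ and ‘Ubiquitous’. Of the alternatives, the filter on low values moved these counts of genes that passed most. With no filter, 6, 7 and 0 genes passed in the 3 comparisons, where 795, 468 and 950 of 14132 genes had an unadjusted p-value under 0.05 in limma's test. A share of 0.05 of the genes is expected there without any change. The 468 genes lie below that share and the 795 only a little above it. Across the genes tested, which are not independent replicates, the differences of ‘Mosaic’ and of ‘Ubiquitous’ from ‘Uninjected’ correlated with r = 0.42. Both differences use the same ‘Uninjected’ libraries, and the simulated sets without any change gave r between 0.466 and 0.538.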

Up- or downregulated genes in ‘Mosaic’ but not in ‘Ubiquitous’, compared with ‘Uninjected’ cells should be due to unfit cell introduction rather than simple Wnt/β-catenin activation. 

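The gene *skilb* (ENSDARG00000022904) had an rlog value of 3.01 ± 0.07 (SD, n = 2) in ‘Mosaic’, 4.00 ± 0.26 (SD, n = 2) in ‘Ubiquitous’ and 3.75 ± 0.09 (SD, n = 2) in ‘Uninjected’ cells. It was lower in ‘Mosaic’ than in ‘Ubiquitous’ cells (standard error of the difference 0.23, adjusted p = 0.0496 from limma's test). Against ‘Uninjected’ the difference was -0.74 (standard error 0.23, adjusted p = 0.209 from limma's test), which did not pass the threshold. These values rest on 6 and 8 inferred counts in the ‘Mosaic’ libraries, and the difference from ‘Ubiquitous’ stayed between -1.18 and -0.82 with each library left out in turn. The gene *lnx1* (ENSDARG00000043323) was counted 32 and 35 times in the ‘Mosaic’ libraries and 0 times in both ‘Ubiquitous’ libraries. With the libraries of each group pooled, its share of counts was at least 18.6-fold higher in ‘Mosaic’. This bound covers counting error only and rests mostly on the first ‘Ubiquitous’ library, with 345590 of 380130 counts. On the rlog scale, *lnx1* was higher in ‘Mosaic’ than in ‘Ubiquitous’ by 1.69 (standard error 0.23, adjusted p = 0.00123 from limma's test). It was also higher than in ‘Uninjected’ cells, by 1.45 on the rlog scale (standard error 0.23, adjusted p = 0.00157 from limma's test). The difference of *ccng1* (ENSDARG00000076667) was 1.21 from ‘Ubiquitous’ (standard error 0.25, adjusted p = 0.0348 from limma's test) and 0.98 from ‘Uninjected’ (adjusted p = 0.0845). For *h2afy2* (ENSDARG00000087897) and *pkdccb* (ENSDARG00000038235), the differences from ‘Ubiquitous’ were 0.94 (adjusted p = 0.0654) and 0.93 (adjusted p = 0.0943). Their differences from ‘Uninjected’, 0.58 (adjusted p = 0.317) and 0.64 (adjusted p = 0.308), did not pass. The call for *h2afy2* was lost under quantile normalization, and that for *pkdccb* with the lot number as a block and with voom on the inferred counts. The call for *ccng1* against ‘Uninjected’ was lost with a mean rlog of at least 4 (adjusted p = 0.124). A negative binomial test on the inferred counts lost these calls too, and those of *skilb* (adjusted p = 0.384) and *ccng1* (adjusted p = 0.121) against ‘Ubiquitous’. Voom and this test were chosen after seeing the data. Over all alternatives, the adjusted p-value ranged from 0.0504 to 0.51 for *h2afy2* and from 0.0514 to 0.564 for *pkdccb*. Of the 14 genes that the paper names from these data, 13 passed between ‘Mosaic’ and ‘Ubiquitous’ and 6 between ‘Mosaic’ and ‘Uninjected’, and 14 and 11 did when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. With no filter on low values, 0 of the 14 passed between ‘Mosaic’ and ‘Ubiquitous’ and 1 between ‘Mosaic’ and ‘Uninjected’, while 14 and 11 had an unadjusted p-value under 0.05.

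**Figure D1:**
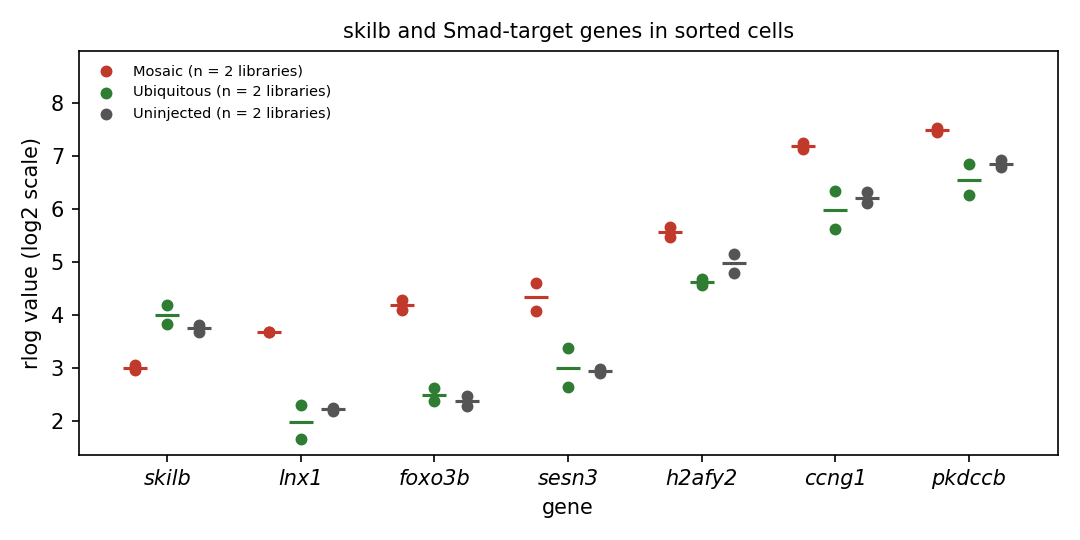
The rlog values (log2 scale) of *skilb* and 6 Smad-target genes in each library, with a point per library and a line at the mean of each group (n = 2). Both ‘Mosaic’ libraries lie below the other 4 for *skilb* and above them for the Smad-target genes.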

Notably, a negative regulator of Smad signalling, *skilb*, was downregulated in ‘Mosaic’ cells, whereas several Smad-target genes^21^ including *lnx1*, *foxo3b*, *sesn3*, *h2afy2*, *ccng1* and *pkdccb*, were upregulated in unfit cells (Fig. 5a and Supplementary Fig. 5e, check-marks). We also confirmed that *skilb* expression was downregulated in naturally generated unfit cells with abnormally high or low Wnt/β-catenin activity (Supplementary Fig. 5f). These results suggest that Smad signalling is upregulated in unfit cells. Smad family proteins consist of R-Smad (Smad1/2/3/5/8), co-Smad (Smad4) and I-Smad (Smad6/7). Upon stimulation with TGF-β superfamily of secreted ligands including TGF-βs and BMPs, R-Smad is phosphorylated and forms a complex with Smad4, which translocates into the nucleus to activate target gene expression. In general, Smad2/3 mediate TGF-β signalling, whereas Smad1/5/8 mediates BMP signalling^22^. A TGF-β-type Smad, Smad2, translocated into the nucleus in both artificially introduced and naturally generated unfit cells with abnormally high and low Wnt/β-catenin activity (Fig. 5b and Supplementary Fig. 5g). SBE-luc, which expresses luciferase in response to TGF-β-type Smads-dependent signalling pathway activation, was also activated in both abnormal cells (Fig. 5c). In contrast, Smad2 nuclear translocation and SBE-luc activation were not detected in AP-axis forming zebrafish embryos (Fig. 5b, c). Smad1/5/8 phosphorylation, which is activated in zebrafish presumptive ventral tissue (Supplementary Fig. 5h) to promote dorsoventral axis formation^23^, was not detected in Wnt/β-catenin unfit cells (Supplementary Fig. 5i). These results indicate that the unfit cells activate TGF-β-Smad signalling, which is not activated in normal embryonic tissue, but not BMP-Smad signalling, which controls embryonic dorsoventral patterning in parallel with Wnt/β-catenin signalling.

**Fig. 5:**
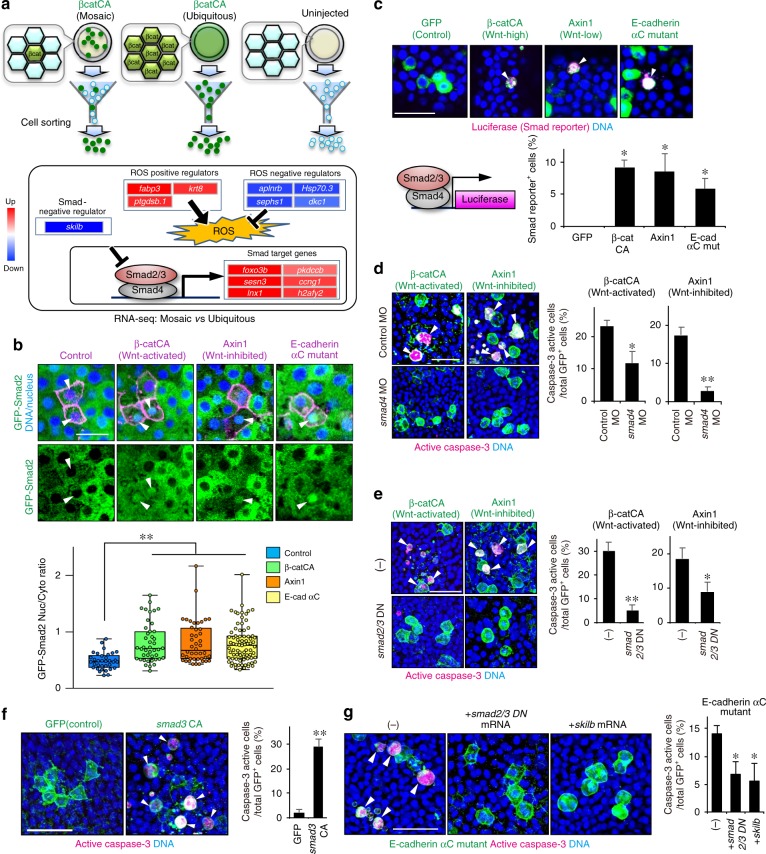
TGF-β-Smad signalling mediates unfit cell killing. **a** Schematic representation of FACS (top) and mRNA expression changes by RNA-Seq between β-catCA-mosaically introduced (Mosaic), ubiquitously β-catCA-expressing (Ubiquitous), or uninjected embryos (bottom). (See also Supplementary Fig. 6e). **b** GFP-Smad2 translocates into unfit Wnt/β-catenin-activity cell nuclei. Confocal fluorescence images of cells overexpressing indicated genes in GFP-Smad2 mRNA (200 pg)-injected embryos. Scale bar, 50 μm. Box plots of nuclear/cytoplasmic GFP-Smad2 ratio show 75th, 50th (median) and 25th percentiles (right). Whiskers indicate minimum and maximum. Each dot represents one embryo. (*n* = 34, 43, 44 and 80 cells, two independent experiments) **p *<* 0.01 (one-way ANOVA). **c** Wnt/β-catenin-abnormal cells activate a Smad2/3/4-dependent reporter gene (SBE-luc). Confocal images showing whole-mount fluorescent in situ hybridization of luciferase mRNA in mosaic embryos expressing membrane GFP ± β-catCA or Axin1 (green) and injected with SBE-luc. Arrowheads indicate SBE-luc-active cells. Scale bar, 50 μm. SBE-luc active cell frequencies are graphed. (*n* = 5 or more embryos, two independent experiments) *p *<* 0.05 (one-way ANOVA). **d**, **e** Smad4 knockdown (**d**) or forced expression of *smad2/3* dominant negative mutants (*smad2/3*DN) (**e**) blocks apoptosis of βcatCA- or Axin1-expressing cells. Confocal images showing whole-mount immunostaining of active caspase-3 (magenta) in mosaic embryos expressing membrane GFP ± β-catCA or Axin1 (green) and injected with control MO, *smad4* MO, or *smad2/3*DN mRNA. Arrowheads indicate caspase-3-active cells. Scale bar, 50 μm. Graphs show the means ± SEM (*n* = 6 or more embryos, two independent experiments) of GFP^+^ (β-catCA- or Axin1-expressing) caspase-3-active cell frequencies (right). **p *<* 0.01, *p *<* 0.05 (*t* test). **f** Mosaic Smad3 activation is sufficient to induce apoptosis. Confocal images showing whole-mount immunostaining of active caspase-3 (magenta) in mosaic embryos expressing membrane GFP ± *smad3*CA. Arrowheads indicate caspase-3-active cells. Scale bar, 50 μm. Graph shows the means ± SEM (*n* = 4 or more embryos, two independent experiments) of GFP^+^ caspase-3-active cell frequencies (right). **p *<* 0.01 (*t* test). **g** E-cadherin αC mutant-expressing cell apoptosis is inhibited in *smad2/3*DN- or *skilb*-overexpressing embryos. Confocal images showing whole-mount immunostaining of active caspase-3 (magenta) in mosaic embryos expressing membrane GFP and E-cadherin mutant and injected without (−) or with *smad2/3*DN or *skilb* mRNA. Arrowheads indicate caspase-3-active cells. Scale bar, 50 μm. Graph shows the means ± SEM (*n* = 5 or more embryos, two independent experiments) of GFP^+^ caspase-3-active cell frequencies (right). *p *<* 0.05 ^(^one-way ANOVA). See also Supplementary Fig. 5

We next examined the involvement of TGF-β-Smad signalling in unfit cell-killing. TGF-β-Smad signalling inhibition by *smad4* MO (Fig. 5d), *smad2/3* DN mutant mRNA (Fig. 5e), or *skilb* mRNA (Supplementary Fig. 5j) injection reduced apoptosis of both Wnt/β-catenin-abnormally high and low cells. Mosaic introduction of cells expressing a constitutively active Smad3 mutant (Smad3CA) activated caspase-3 (Fig. 5f). Mosaic introduction of the E-cadherin αC mutant activated the nuclear translocation of Smad2 (Fig. 5b) and SBE-luc (Fig. 5c) whereas *smad2/3* DN mutants or *skilb* overexpression blocked E-cadherin αC mutant-induced caspase-3 activation (Fig. 5g). These results suggest that TGF-β-Smad signalling mediates unfit cell-killing downstream of cadherin.

### ROS kill unfit cells downstream of cadherin and Smad

Smad signalling promotes ROS production^24^. *foxo3b* and *sesn3*, Smad-target genes upregulated in unfit cells (Fig. 5a and Supplementary Fig. 5e), are also involved in ROS-mediated apoptosis^25^. 

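In the same libraries, *foxo3b* (ENSDARG00000042904) had an rlog value of 4.18 ± 0.13 (SD, n = 2) in ‘Mosaic’, 2.50 ± 0.18 (SD, n = 2) in ‘Ubiquitous’ and 2.38 ± 0.15 (SD, n = 2) in ‘Uninjected’ cells. The difference was 1.69 from ‘Ubiquitous’ (standard error 0.22, adjusted p = 0.00123 from limma's test) and 1.80 from ‘Uninjected’ (standard error 0.22, adjusted p = 0.000287). The inferred counts were 47 and 42 in ‘Mosaic’, 6 and 0 in ‘Ubiquitous’, and 0 and 8 in ‘Uninjected’. For *sesn3* (ENSDARG00000015822), the rlog values were 4.35 ± 0.38 (SD, n = 2), 3.01 ± 0.51 (SD, n = 2) and 2.95 ± 0.05 (SD, n = 2) in the same order. It differed from ‘Ubiquitous’ by 1.34 (standard error 0.27, adjusted p = 0.0286 from limma's test) and from ‘Uninjected’ by 1.40 (standard error 0.27, adjusted p = 0.0100). With each library left out in turn, the difference from ‘Ubiquitous’ ranged from 1.56 to 1.81 for *foxo3b* and from 0.98 to 1.70 for *sesn3*. From the fall of *skilb* and the rise of Smad-target genes in ‘Mosaic’ cells, together with *skilb* expression in naturally generated unfit cells, the paper proposes that Smad signalling is upregulated in unfit cells.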

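Among negative regulators of ROS, *sephs1* (ENSDARG00000058292) was lower in ‘Mosaic’ than in ‘Ubiquitous’ cells by a difference of -1.08 on the rlog scale (standard error 0.23, adjusted p = 0.0377 from limma's test) and lower than in ‘Uninjected’ by -1.18 (standard error 0.23, adjusted p = 0.0123). The genes *aplnrb* (ENSDARG00000036670) and *hsp70.3* (ENSDARG00000021924) passed the threshold against ‘Ubiquitous’, with differences of -1.18 (adjusted p = 0.0445) and -0.98 (adjusted p = 0.0548). Against ‘Uninjected’ neither passed, with differences of -0.81 (adjusted p = 0.24) and -0.27 (adjusted p = 0.713). Without the first ‘Uninjected’ library the difference of *aplnrb* was -0.38. The gene *hsp70.3* belongs to a multigene family, and whether its reads were shared with other copies was not tested. It was higher in ‘Ubiquitous’ than in ‘Uninjected’ cells by 0.71, which did not pass (adjusted p = 0.426 from limma's test). Its difference between ‘Mosaic’ and ‘Ubiquitous’ thus came mostly from a higher value in ‘Ubiquitous’ cells. The difference of *dkc1* (ENSDARG00000016484) was -0.58 from ‘Ubiquitous’ (standard error 0.24, adjusted p = 0.299 from limma's test) and -0.37 from ‘Uninjected’ (adjusted p = 0.59), and neither passed. Among positive regulators, *ptgdsb.1* (ENSDARG00000027088) was higher in ‘Mosaic’ than in ‘Ubiquitous’ by 1.12 (standard error 0.24, adjusted p = 0.0348 from limma's test) and than in ‘Uninjected’ by 1.27 (adjusted p = 0.00946). The genes *fabp3* (ENSDARG00000023290) and *krt8* (ENSDARG00000058358) passed against ‘Ubiquitous’, by 1.03 (adjusted p = 0.0494) and 1.18 (adjusted p = 0.0416). Their differences from ‘Uninjected’ were 0.70 (adjusted p = 0.251) and 0.29 (adjusted p = 0.732). The negative binomial test on the inferred counts lost the calls against ‘Ubiquitous’ of *sephs1* (adjusted p = 0.121), *aplnrb* (adjusted p = 0.198) and *hsp70.3* (adjusted p = 0.52). It also lost those of *ptgdsb.1* (adjusted p = 0.22) and *fabp3* (adjusted p = 0.483). Of the 14 genes the paper names, 3 passed this test against ‘Ubiquitous’. The rlog value of *krt8* was 7.65 ± 0.27 (SD, n = 2) in ‘Mosaic’, 6.47 ± 0.21 (SD, n = 2) in ‘Ubiquitous’ and 7.36 ± 0.46 (SD, n = 2) in ‘Uninjected’ cells, and without the second ‘Uninjected’ library its difference from ‘Uninjected’ was 0.61 and without the first it was -0.04.

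**Figure D2:**
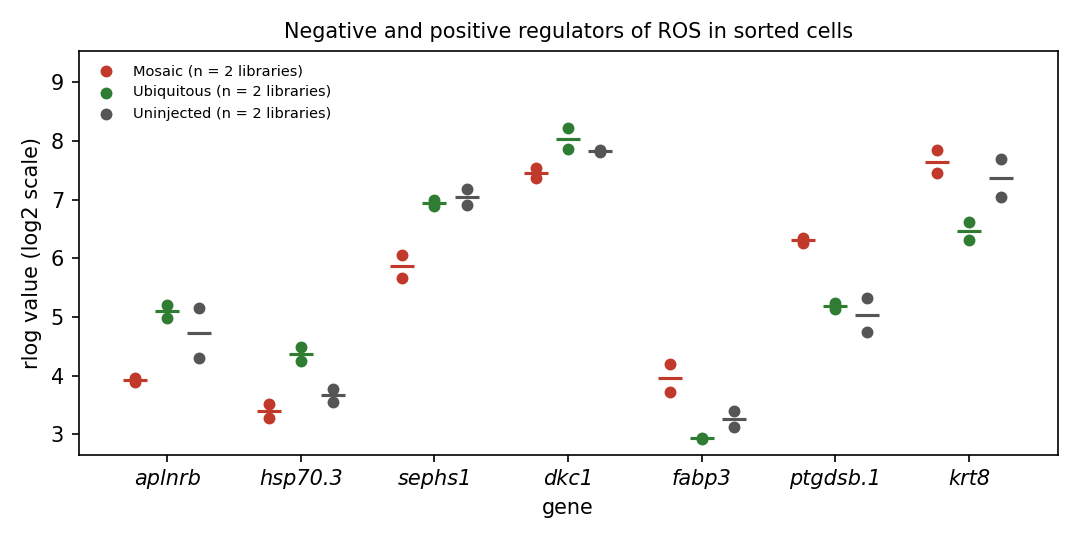
The rlog values (log2 scale) of 4 negative and 3 positive regulators of ROS in each library, with a point per library and a line at the mean of each group (n = 2). Both ‘Mosaic’ libraries lie on the same side of both ‘Ubiquitous’ libraries for each gene, while for *krt8* they overlap the ‘Uninjected’ libraries.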

RNA-Seq data also showed that negative regulators of ROS (*aplnrb*, *hsp70.3*, *sephs1* and *dkc1*)^26–29^ were downregulated in unfit cells, whereas positive regulators (*fabp3*, *ptgdsb.1* and *krt8*)^30–32^ were upregulated (Fig. 5a and Supplementary Fig. 5e). Sephs1 expression was downregulated in both Wnt/β-catenin abnormally high and low cells, as determined by immunostaining (Fig. 6a). ROS may thus be activated in unfit cells. Accordingly, mosaic introduction of abnormal Wnt/β-catenin activation or inhibition into normal embryos activated ROS production and DNA oxidization (Fig. 6b, c), whereas ubiquitous Wnt/β-catenin activation or inhibition did not activate ROS production (Supplementary Fig. 6). Co-expression of the ROS negative regulators SOD1^33^ or Sephs1^29^, or *smad4* knockdown reduced ROS and DNA-oxidization levels in β-catCA-expressing cells (Fig. 6b, c). ROS production and DNA oxidization were also induced in cells expressing Smad3CA or the E-cadherin αC mutant (Fig. 6b, c). These results suggest that cells with unfit Wnt/β-catenin activity activate ROS production through cadherin and Smad signalling. Furthermore, SOD1 or Sephs1 overexpression blocked caspase-3 activation in the artificially introduced Wnt/β-catenin abnormally high and low cells (Fig. 6d), suggesting that ROS mediates apoptosis of unfit cells. Previous studies reported that ROS induces apoptosis by reducing the levels of an anti-apoptotic Bcl-2 protein^34,35^, raising the possibility that Bcl-2 reduction may be involved in ROS-mediated apoptosis of unfit cells. We found that levels of exogenous Bcl-2 protein in Wnt/β-catenin-high or -low unfit cells were significantly lower than those in normal control cells (Fig. 6e), and that overexpression of SOD1 rescued the Bcl-2 reduction in Wnt/β-catenin-high unfit cells (Fig. 6e), suggesting that ROS-mediated apoptosis of unfit cells is likely to be trigger through the reduction of Bcl-2 protein levels.

**Fig. 6:**
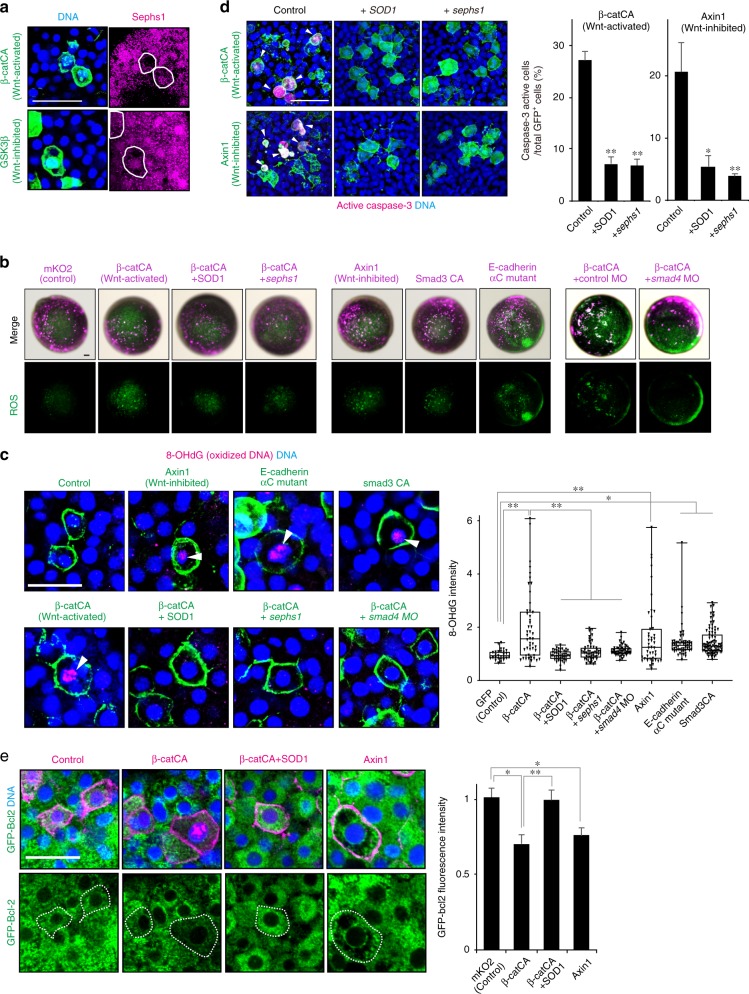
ROS kills unfit cells downstream of cadherin and Smad signalling. **a** Representative confocal images showing whole-mount immunostaining of Sephs1 (magenta) in mosaic embryos expressing membrane GFP ± β-catCA or GSK3β (green). Scale bar, 50 μm. **b**, **c** Cells with unfit Wnt/β-catenin activity activate ROS production through E-cadherin and Smad signaling. **b** Fluorescence images showing ROS probe (CellRox Green)-stained mosaic embryos expressing membrane mKO2 ± indicated genes. Scale bars, 200 μm. **c** Confocal images showing whole-mount immunostaining of 8-OHdG (magenta) in mosaic embryos expressing membrane GFP ± indicated genes (green). Arrowheads indicate 8-OHdG-positive oxidized nuclei. Scale bar, 50 μm. Box plots of fluorescence intensity of 8-OHdG staining show 75th, 50th (median) and 25th percentiles (right). Whiskers indicate minimum and maximum. Each dot represents one embryo. (*n* = 40 or more cells, two independent experiments) **p *<* 0.01, *p *<* 0.05 (one-way ANOVA). **d** ROS downregulation blocks Wnt-activated or -inhibited cell apoptosis. Confocal images showing whole-mount immunostaining of active caspase-3 (magenta) in mosaic embryos expressing membrane GFP ± β-catCA- or Axin1 (green) and injected with *SOD1* or *sephs1* mRNA. Arrowheads indicate caspase-3-active cells. Scale bar, 50 μm (left). Graphs show the means ± SEM (*n* = 5 or 6 embryos, two independent experiments) of GFP^+^ caspase-3-active cell frequencies (right). **p *<* 0.01, *p *<* 0.05 (one-way ANOVA). **e** Cells with unfit Wnt/β-catenin activity r**e**duce Bcl-2 protein levels. Confocal images of mosaic embryos expressing membrane mKO2 ± β-catCA- or Axin1 (magenta) and injected with *GFP-Bcl2* mRNA. Scale bar, 50 μm (left). Graphs show the means ± SEM (n = 16 or more cells, two independent experiments) of fluorescence intensity of GFP-Bcl-2 (right). **p *<* 0.01, *p *<* 0.05 (one-way ANOVA). See also Supplementary Fig. 6

### Unfit cell elimination is required for precise patterning

To confirm the importance of elimination of Wnt/β-catenin-abnormal cells for embryogenesis, we examined the effects of inhibiting unfit cell apoptosis. Blocking apoptosis by p35 co-expression in cells with artificially introduced β-catCA induced ectopic expression and abnormal reduction of brain AP markers (Supplementary Fig. 7a). Co-expression of p35 with β-catCA or GSK-3β increased abnormal morphogenesis (Supplementary Fig. 7b), whereas expression of p35, β-catCA, or GSK-3β alone had little effect.

To further test the physiological significance of eliminating unfit cells, we blocked ROS-mediated apoptosis of unfit cells by overexpressing a ROS negative regulator. Sephs1 overexpression partially reduced physiologically occurring apoptosis (Fig. 7a). SOD1 or Sephs1 overexpression induced both ectopic activation and abnormal reduction of the Wnt/β-catenin reporter (Fig. 7b), endogenous *lef1* mRNA expression (Supplementary Fig. 7c), and brain AP markers (Fig. 7c, Supplementary Fig. 7d) and disturbed embryonic morphogenesis (Fig. 7d), as did treatment with the ROS scavenger *N*-acetyl-l-cysteine (NAC) (Fig. 7b). These data suggest that ROS-mediated elimination of naturally generated Wnt/β-catenin-unfit cells is essential to achieve smooth Wnt/β-catenin-gradient formation and precise embryogenesis.

**Fig. 7:**
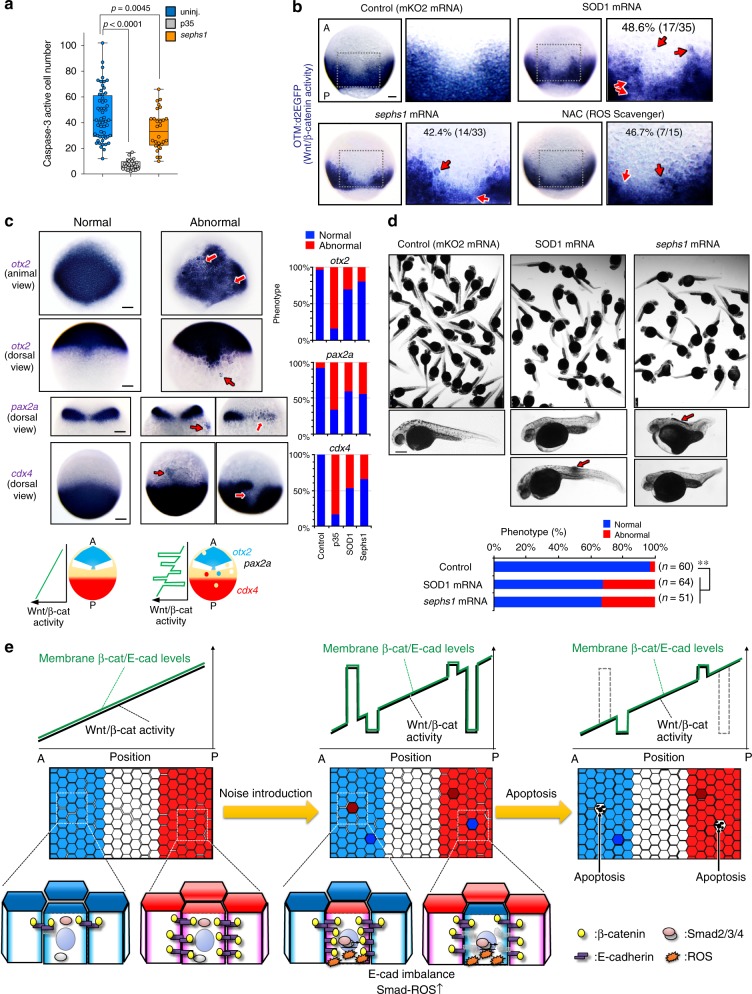
Apoptotic elimination of unfit cells is required for precise tissue patterning. **a** Sephs1 overexpression partially reduces physiologically occurring apoptosis in embryos as determined by caspase-3 immunostaining. Box plots of caspase-3-active cell number per embryo at 10 hpf stage show 75th, 50th (median) and 25th percentiles. Whiskers indicate minimum and maximum. Each dot represents one embryo (*n* = 28 embryos, two independent experiments). ****p *<* 0.0001, **p *<* 0.045 (one-way ANOVA). **b** Inhibiting ROS production distorts the Wnt/β-catenin-gradient. Whole-mount in situ hybridization of d2EGFP in Tg(OTM:d2EGFP) embryos (dorsal view) injected with *mKO2* (control), *SOD1*, or *sephs1* mRNA (800 pg) or treated with 100 μM NAC. Magnification of boxed area (black line) (right). Embryo percentages and numbers with similar expression patterns are shown. Red arrows: ectopic activation or inactivation areas. Scale bar, 200 μm. *p* < 0.05 for NAC treatment versus control; *p* < 0.01 for *SOD1* or *sephs1* mRNA versus control (Fisher’s exact test). **c** Inhibition of ROS-mediated apoptosis distorts AP patterning. Panels show whole-mount in situ hybridization of *otx2* (marker of presumptive forebrain and midbrain), *pax2a* (marker of presumptive midbrain-hindbrain boundary), and *cdx4* (marker of presumptive spinal cord) in embryos uninjected or injected with *mKO2* (control), *p35*, *sephs1*, or *SOD1* mRNA (800 pg). Scale bar, 200 μm. Bottom schematic illustration indicates expression pattern of AP tissue markers. Right graphs show percentages of embryos with normal or abnormal expression patterns. In abnormal embryos, a posterior marker (*cdx4*) and anterior markers (*pax2a* and *otx2*) are ectopically activated in the anterior and posterior areas, respectively. **d** Overexpression of *SOD1* or *sephs1* mRNA induces abnormal morphogenesis. Images show 32 hpf zebrafish larvae uninjected or injected with *SOD1* or *sephs1* mRNA (800 pg). Red arrow indicates abnormal cell proliferation. Scale bar, 500 μm. Percentages of embryos with normal or abnormal morphology are shown. The numbers shown above the graph indicate the total numbers of embryos analysed. **p *<* 0.01 (Fisher’s exact test). Note that a portion of embryos showed the anteriorization-related phenotype (e.g. short trunk and tail) or posteriorization-related phenotype (e.g. head- and eye-size reduction). A small number of embryos generated a tumour-like cell mass (arrows). **e** Schematic diagram of the Wnt/β-catenin-noise cancelling system. See also Supplementary Fig. 7

## Discussion

The present study demonstrates a cell competition-mediated ‘noise-cancelling system’ for morphogen signalling-gradients (Fig. 7e). During zebrafish embryonic AP patterning, membrane β-catenin and cadherin protein level gradients along the AP axis are formed in a Wnt/β-catenin activity-dependent manner. The spontaneous appearance of cells with unfit Wnt/β-catenin activity produces substantial noise in the Wnt/β-catenin-gradient and alters membrane β-catenin and cadherin protein levels, leading to an imbalance of cadherin levels between unfit and neighbouring cells. Unfit cells also activate TGF-β-Smad signalling to produce ROS and consequently undergo ROS-mediated apoptosis. In this manner, embryonic tissues eliminate excess noise from the Wnt/β-catenin gradient to support its proper formation along with robust embryonic patterning.

Cells artificially introduced with abnormally high or low BMP morphogen signalling activity undergo apoptosis through cell competition or its related system in *Drosophila* imaginal tissues and mouse epiblasts^11,20,36^. However, the physiological importance and detailed mechanisms of this phenomenon remain unclear. We show that both artificially and physiologically introduced unfit cells, which produce excess noise in the Wnt/β-catenin morphogen-gradient, undergo apoptosis through cadherin, TGF-β-Smad, and ROS, and identify the physiological importance of this system in signalling-gradient formation and embryonic morphogenesis. Thus, we unravelled an undescribed morphogen-gradient-correcting system that plays physiological roles in normal development. The previous findings together with our present results suggest that the apoptosis-mediated morphogen noise-cancelling system may be evolutionarily conserved, with Wnt/β-catenin and other morphogen signalling utilizing similar systems. ROS signalling inhibition partially reduced the number of physiologically appearing apoptotic cells, suggesting that these cells comprise Wnt/β-catenin-defective (ROS-activated) cells along with other cells, potentially including other morphogen signalling-defective cells. With regard to sensing ‘unfitness’, only one report has identified that a ligand protein Sas and its receptor PTP10D are involved in recognizing polarity-deficient cells^37^. We showed that unfit Wnt/β-catenin activity is translated to unfit cadherin levels, which are sensed by neighbouring cells with fit cadherin levels and fit Wnt/β-catenin activity.

Apoptosis-independent morphogen gradient-correcting systems also exist. In the zebrafish developing neural tube in which Shh signalling forms its activity-gradient along the dorsal-ventral axis, cells with unfit Shh signalling activity migrate to the appropriate area to form a smooth Shh signalling-gradient^38^. Morphogen signalling equips negative feedback systems mediated through negative signalling regulators such as Axin2 (in Wnt/β-catenin signalling), Smad6/7 (in BMP signalling) and patched (in Shh signalling)^39,40^. Such feedback systems also contribute to correcting morphogen signalling noise. Developing tissues may use these correction systems differently in accordance to the ‘unfitness’ of unfit cells. Because the apoptosis-mediated system is activated only in cells causing substantial noise, this system might contribute in particular to eliminating cells with severe signalling-defects (e.g., with mutations that constitutively activate or inhibit morphogen signalling).

Recent studies are gradually clarifying the fact that cell competition is required for proper embryogenesis and tissue morphogenesis. Inhibition of the cell competition mediator *azot* induces the accumulation of unfit cells and consequent developmental malformation in *Drosophila*^41^, suggesting that cell competition acts during physiological development and assists in tissue morphogenesis. We also show that the inhibition of Wnt/β-catenin-noise cancelling system-mediated dysfunctional cell elimination disturbs proper patterning. The Wnt/β-catenin-noise cancelling system appears to comprise a kind of cell competition supporting precise tissue morphogenesis.

In developing mouse embryos, Myc-high cells compete with and kill Myc-low cells, supporting proper development^9,11^. We also observed that the mosaic introduction of cells expressing Myc at high levels killed surrounding normal cells in zebrafish embryos (Supplementary Fig. 4g). *Myc* constitutes a Wnt/β-catenin target gene, raising the possibility that cells with high Wnt/β-catenin activity might trigger Myc-driven cell competition. However, this competition was cadherin- and Smad4-independent (Supplementary Figs. 4g and 5k). In addition, overexpression of a dominant-negative mutant of Myc (Myc-DN), which lacks its transactivation domain^42,43^, dramatically blocked Myc-driven cell competition (Supplementary Fig. 4h), whereas it was unable to block the elimination of Wnt/β-catenin-noise cells (Supplementary Fig. 4i). These results indicate that the Myc-mediated competition and Wnt/β-catenin-noise elimination mechanisms differ. Consistent with this idea, RNA-Seq data showed that heat shock-mediated forced activation of Wnt/β-catenin signalling for 2.5 h was insufficient to upregulate *Myc* gene expression (GEO accession code: GSE133526). In addition, a 5-h treatment with BIO, a chemical activator of Wnt/β-catenin signalling, activated the expression of *Myc* genes in zebrafish embryos, whereas 2.5-h BIO treatment was unable to activate *Myc* gene expression (Supplementary Fig. 4j), indicating that *Myc* genes serve as Wnt/β-catenin signalling-target genes in zebrafish embryos. 

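The table holds 6 *Myc* family genes, of which 4 passed the filter on low values. Neither in ‘Mosaic’ nor in ‘Ubiquitous’ cells did any of the 4 differ from ‘Uninjected’ at an adjusted p-value under 0.1 in limma's test, and 1 difference had an unadjusted p-value under 0.05. That was *mych* (ENSDARG00000077473), which was lower in ‘Mosaic’ by a difference of -0.67 (standard error 0.24, adjusted p = 0.299 from limma's test). The other differences in ‘Mosaic’ were 0.61 for *MYCL* (adjusted p = 0.453), 0.27 for *mycla* (adjusted p = 0.732) and -0.29 for *mycn* (adjusted p = 0.693). In ‘Ubiquitous’ cells the differences from ‘Uninjected’ were -0.22 for *mych* (adjusted p = 0.94), -0.45 for *mycn* (adjusted p = 0.761), 0.35 for *mycla* (adjusted p = 0.899) and 0.21 for *MYCL* (adjusted p = 0.95). With each ‘Ubiquitous’ or ‘Uninjected’ library left out in turn, this difference ranged from -0.54 to 0.10 for *mych* and from -0.33 to 0.74 for *MYCL*. The direction of both thus depended on a single library. The range was from 0.05 to 0.65 for *mycla* and from -0.63 to -0.27 for *mycn*. The other 2 genes are both listed under the symbol *MYC*, and their symbols do not say which is *myca* and which *mycb*. For ENSDARG00000007241, the inferred counts were 5 and 10 in ‘Mosaic’, 2 and 0 in ‘Ubiquitous’, and 1 and 8 in ‘Uninjected’ cells, and for ENSDARG00000045695 there were 2 counts over all 6 libraries. A fall or a small rise of these 2 genes was not detectable at this depth. Of simulated genes changed by 1 log2 unit between ‘Mosaic’ and ‘Uninjected’, 4.5% passed the test, and of those changed by 2 units 43.8% did.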

Notably, within 2.5–3 h after the heat-shock-mediated mosaic induction of Wnt signalling regulators, we could detect Smad nuclear translocation, ROS production, and caspase activation in the noise cells, indicating that Wnt/β-catenin-noise stimulates apoptotic elimination before affecting Myc expression. Therefore, cells with unfit Wnt/β-catenin activity would die before activating Myc-driven cell competition.

Although JNK and p38 regulate apoptosis induction in many cell competition systems^8,44^, they appear not to be required for the Wnt/β-catenin-noise cancelling system, which is instead mediated by cadherin-imbalance and the Smad-ROS axis. Cadherin functions in both mechanical cell-cell adhesion and cell recognition^44,45^. Cells expressing low and high cadherin levels separate out when mixed in vitro, indicating that cells can recognize quantitative differences in cadherin levels^46^. However, it remains unclear how zebrafish embryonic cells translate quantitative differences in cadherin levels (cadherin-imbalance) to ‘unfitness’ and consequently determine to kill unfit cells. 

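Of 6 genes for TGF-β ligands that were searched for, 5 were in the deposited table and none reached the filter on low values. The genes *tgfb1b*, *tgfb2* and *tgfb5* were listed at 0 in all 6 libraries. For *tgfb1a*, 0 counts were inferred over the ‘Mosaic’, 1 over the ‘Ubiquitous’ and 1 over the ‘Uninjected’ libraries, and for *tgfb3* there were 1, 4 and 5. A count of 0 in the 457462 counts of both ‘Mosaic’ libraries leaves open a share of up to 3 counts in that total, and this limit covers counting error only. A fall of these ligands, or a rise that stays within a few counts, was therefore not detectable at this depth. With no filter on low values, none of the ligands had an unadjusted p-value under 0.05 between ‘Mosaic’ and ‘Uninjected’ cells. Among other ligands that signal through Smad2/3, *gdf3* (ENSDARG00000037995) was the only one to pass the filter. It was lower in ‘Mosaic’ than in ‘Uninjected’ cells by a difference of -0.76 on the rlog scale (standard error 0.18, adjusted p = 0.0586 from limma's test), with 3 and 2 counts in ‘Mosaic’ and 4 and 30 in ‘Uninjected’ libraries. This call was lost with no filter (adjusted p = 0.326), and over all alternatives its adjusted p-value ranged from 0.0469 to 0.974. Below the filter, *INHBA* (ENSDARG00000012671) had 0 counts in both ‘Mosaic’ and both ‘Ubiquitous’ libraries and 2 and 10 in ‘Uninjected’ libraries, and did not pass with no filter (adjusted p = 0.276 between ‘Mosaic’ and ‘Uninjected’).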

Although our results suggest that cadherin imbalance activates TGF-β-type Smads in unfit Wnt/β-catenin cells, RNA-Seq data showed that TGF-β ligands were not upregulated in unfit cells (Supplementary Fig. 5e and GEO accession code: GSE133526). In addition, treatment with a chemical inhibitor against TGF-β receptors was unable to block Smad activation and caspase activation in unfit cells (Supplementary Fig. 5l, 5m and 5n), suggesting that cadherin imbalance activates Smad in a TGF-β receptor-independent manner. Because cadherin-mediated adhesion maintains tissue integrity^45,46^, local cadherin level change in unfit cells would cause local loss of tissue integrity, which may induce mechanical stress in unfit cells, in turn stimulating the unfit cell-killing system. Accordingly, mechanical stress can activate TGF-β-type Smads^47–50^, which act downstream of cadherin in the Wnt/β-catenin-noise cancelling system. However, the detailed mechanisms by which cadherin-imbalance activates TGF-β-type Smads require further investigation.

The Wnt/β-catenin-noise cancelling system may act context-dependently because cell clones with abnormally high Wnt/β-catenin activity can kill surrounding normal cells in *Drosophila* epithelial tissue (wing disc)^51^, whereas Wnt/β-catenin activity-aberrant keratinocytes survive and persist in zebrafish larval skin. Clone size, cell/tissue-type, and/or intra-tissue localization might affect unfit cell behaviour. We consider that the Wnt/β-catenin-noise cancelling system acts in proliferative tissues that form a Wnt/β-catenin-gradient and kills suddenly introduced single unfit cells that produce excess noise in the gradient. Therefore, this system might also function in the intestinal crypt, which undergoes active cell turnover and also forms a Wnt/β-catenin-gradient^52^. Accordingly, in mouse intestine, mosaically introduced Wnt signalling-hyperactivated cells strongly express E-cadherin and actively undergo apoptosis^53^, indicating that the mammalian intestine may possess a similar system.

Cells with abnormally high Wnt signalling may represent an origin of cancer^54,55^. The Wnt/β-catenin-noise cancelling system may therefore also eliminate Wnt/β-catenin-hyperactivated precancerous cells to prevent primary tumourigenesis. E-cadherin and Smad2/4, the mediators of this system, also act as tumour suppressors^56,57^. Their loss of function might reduce Wnt/β-catenin-noise cancelling system activity, allowing the surviving Wnt/β-catenin-high precancerous cells to prime tumourigenesis. Thus, the Wnt/β-catenin-noise cancelling system represents a facet of the roles of tumour suppressor genes. In the future, it would therefore be of interest to examine the roles of this system in cancer prevention.

## Methods

### Zebrafish maintenance

Zebrafish were raised and maintained under standard conditions. Wild-type strains (AB and India) were used, along with and following transgenic lines: Tg(OTM:d2EGFP)^13^, Tg(OTM:ELuc-CP), Tg(hsp70l:GFP-T2A-β-catCA), Tg(hsp70l:GFP-T2A-GSK-3β), and Tg(HS:dkk1b-GFP)^58^. All experimental animal care was performed in accordance with institutional and national guidelines and regulations. The study protocol was approved by the Institutional Animal Care and Use Committee of the respective universities (Kyushu University Permit# A28-005-1; Gunma University Permit# 17-051).

One-cell stage embryos were used for cell injection to generate transgenic fish or mosaic embryos, with the latter processed up to 9 hpf. One- and two cell-stage embryos were used for MO injection. Alternately, cells were injected into 3.3–3.7 hpf stage embryos.

### Mosaic Wnt/β-catenin-abnormal cell introduction

Hsp70 promoter-driven plasmids (5–17.5 pg) were injected into one-cell-stage embryos and maintained at 28.5 °C until 4.3 hpf (dome stage). At 4.3 hpf, embryos were exposed to heat-shock. Briefly, embryos were transferred to pre-warmed egg water at 37 °C and kept at 37 °C for 1 h. After heat-shock, embryos were placed at 28.5 °C, then fixed at 9 hpf for immunostaining or in situ hybridization. This method allows introduction of the Wnt/β-catenin-abnormal cells at the single-cell level but not at the patchy-clone level; however, it is difficult to track the introduced cells for an extended duration and to strictly control the copy number of transgenes.

### Embryonic cell preparation for RNA-Seq

β-catCA-mosaically introduced embryos were prepared as described above. HS:GFP-2A-β-catCA-transgenic zebrafish embryos were used as β-catCA-ubiquitously introduced embryos. Cell dissociation was performed using established protocol^59^ with the following modification: 40 embryos per group at 8.3 hpf stage were placed in a solution of 2 mg/ml Pronase (Roche, Upper Bavaria, Germany) in E2 (15 mM NaCl, 0.5 mM KCl, 2.7 mM CaCl_2_, 1 mM MgSO_4_, 0.7 mM NaHCO_3_, 0.15 mM KH_2_PO_4_, and 0.05 mM Na_2_HPO_4_) on a 2% agar-coated dish for ~6 min at 28.5 °C. After dechorionation, embryos were washed with deyolking buffer (1/2 Ginzburg Fish Ringer without calcium: 55 mM NaCl, 1.8 mM KCl, and 1.25 mM NaHCO_3_). Embryos were transferred into a 1.5 ml tube and then the yolk was disrupted by pipetting with a 1000 μl tip. The embryos were shaken for 5 min at 2 g to dissolve the yolk (Thermomixer, Eppendorf, Hamburg, Germany). Cells were pelleted at 300 g for 1 min and the supernatant discarded. Cell pellets were resuspended in FACSmax Cell Dissociation Solution (Genlantis, San Diego, CA). β-catCA-expressing (GFP^+^) cells were sorted by FACSAriaII (BD, Franklin Lakes, NJ). Uninjected negative control cells were also sorted under similar conditions. Sorted cells were pelleted and dissolved in TRIzol reagent (Invitrogen, Waltham, MA).

### Generation of transgenic zebrafish

Plasmid DNA (OTM:ELuc-CP, hsp70l:GFP-T2A-β-catCA, or hsp70l:GFP-T2A-GSK-3β) along with Tol2 transposase mRNA were co-injected into one-cell stage wild-type zebrafish (AB) embryos. A transgenic fish was outcrossed with a wild-type fish to produce the founder line. To generate a transgenic line carrying a single transgene, a carrier was outcrossed with wild-type fish. Reporter transgenic fish were maintained as homozygous transgenic fish.

### Time-lapse imaging and data analysis

For time-lapse luminescence live imaging, Tg(OTM:ELuc-CP) embryos were manually dechorionated by forceps and then mounted in 1% low melting agarose with 3 mM d-luciferin potassium salt (Wako) onto glass bottom dishes (Matsunami Glass, Osaka, Japan). Images were collected using an LV200 bioluminescence microscope (Olympus, Tokyo, Japan) equipped with a 20 × 0.75 NA objective at 28 °C. Collected image data were processed by TiLIA2 software (Olympus) for removing signals of cosmic rays, and then analysed using ImageJ with plug-ins developed by Olympus. For sequential imaging of caspase activity indicator VC3Ai fluorescence with bioluminescence, VC3Ai was excited by a halogen lamp through a 490–500 nm bandpass filter and emission was detected through 515–560 nm bandpass filter. Collected image data were processed using a convolution filter with ImageJ software.

For time-lapse confocal live imaging, embryos were manually dechorionated by forceps and mounted in 1% low melting agarose with egg water onto glass bottom dishes. Live-imaging was performed using an LSM700 confocal laser scanning microscope (Zeiss, Oberkochen, Germany) equipped with a 20 × 0.8 NA objective. Two laser lines, 488 and 559 nm were used. The recording interval was 1 to 2 min. At each time point, 12 confocal slices through the z-axis were acquired. Collected image data were processed using Imaris software (Bitplane, Zurich, Switzerland).

### Detection of ROS

To detect ROS production, zebrafish embryos were incubated with 1.67 μM CellRox Green (Thermo Fisher) in egg water for 30 min. After loading, embryos were washed three times in egg water and fixed with 4% paraformaldehyde.

### NAC treatment

OTM:d2EGFP-transgenic zebrafish embryos were treated with 100 μM NAC (Sigma) from the 75% epiboly to 85% epiboly stage and then fixed.

### Quantification of membrane β-catenin and E-cadherin levels

The fluorescence intensity in two intercellular areas per cell (*n* = 6 cells) in each region was measured. Analyses were performed in duplicate.

### Plasmids

To prepare the luciferase-based reporter plasmid (OTM:ELuc-CP) (Supplementary Fig. 1a), d2EGFP of the OTM:d2EGFP plasmid was replaced with ELuc-PEST (Toyobo, Osaka, Japan)^13^. To enhance destabilization efficiency, the CL1 sequence from pGL4.28 (Promega, Madison, WI) was inserted between ELuc cDNA and the PEST sequence. To prepare heat-shock promoter-driven plasmids, the *hsp70l* promoter was sub-cloned into the pTol2 vector (a gift from Dr. K. Kawakami). Subsequently, membrane-tagged (GAP43-fused) GFP (or mKO2) and T2A were sub-cloned into pTol2-hsp70l promoter plasmids. These plasmids express membrane GFP (or mKO2) alone in response to heat-shock. To generate the plasmids that express membrane GFP (or mKO2) with signalling modulator proteins, PCR-amplified cDNAs encoding signalling modulator proteins were sub-cloned into the downstream site of T2A of pTol2-hsp70l:GFP-T2A plasmids. Wnt/β-catenin signalling activators were as follows: N-terminus truncated mouse β-catenin (β-catCA)^60^; NES sequence (PKIα-derived)-conjugated β-catCA (NES-β-catCA); β-catCA Y654E mutant^16–18^; dominant-negative mutant of human GSK-3β (GSK-3βDN), in which Arg96 was replaced with Ala^61^; constitutively active form of N-terminus-truncated human LRP6 (LRP6CA)^62^ (a gift from Dr. A. Kikuchi); and constitutively active human Lef1 mutant (Lef1CA), in which the N-terminus β-catenin-binding region was replaced with the transactivation domain of VP16^63^. Wnt/β-catenin signalling inhibitors were as follows: human wild-type GSK-3β (a gift from Dr. A. Kikuchi); rat Axin1; dominant-negative form of C-terminus-truncated LRP6^64^ (a gift from Dr. A. Kikuchi); and dominant-negative mutant of human Lef1 (Lef1DN), in which the N-terminus β-catenin binding region was truncated^65^. Other signalling regulators were as follows: baculovirus-derived p35^66^ (a gift from Dr. G. Salvesen, Addgene plasmid #11808; Cambridge, MA); zebrafish E-cadherin/Cdh1 (a gift from Dr. E. Raz)^67^; E-cadherin αC mutant, in which zebrafish E-cadherin N-terminal fragment (1–794 a.a.) lacking the C-terminal β-catenin-binding domain was fused to α-catenin (constructed with reference to mouse E-cadherin αC mutant^68^; zebrafish *skilb*; dominant-negative zebrafish Smad2 mutant (Smad2 DN), in which Pro446, Ser466, and Ser468 were substituted to His, Ala and Ala, respectively^69^; dominant-negative zebrafish Smad3b mutant (Smad3 DN), in which Pro401, Ser421 and Ser423 were substituted to His, Ala, and Ala, respectively^69^; constitutively active zebrafish Smad3b mutant (Smad3 CA), in which both Ser421 and Ser423 were substituted to Asp; human SOD1 (a gift from Dr. E. Fisher, Addgene #26407)^70^; zebrafish Sephs1 (transOMICS tech, Huntsville, AL); human c-Myc (a gift from W. El-Deiry, Addgene #16011)^71^; dominant-negative mutant of rat JNK2 (JNK DN), in which the MAPKK-phosphorylation sites Thr-Pro-Tyr were substituted to Ala-Pro-Phe mutants; dominant-negative mutant of *Xenopus* p38β (p38DN), in which an ATP-binding site (Lys53) was substituted to Met; the Rous sarcoma virus *src* (v-Src), which is a constitutively active Src kinase (a gift from Dr. Y. Fujita)^72^; and an oncogenic constitutively active mutant of human H-Ras (RasV12), in which Gly12 was substituted to Val (a gift from Dr. A. Yoshimura)^73^. To prepare Krt4P:mCherry, *Gal4* cDNA of the Krt4P:Gal4 plasmid, which expresses Gal4 in epithelia under the control of the keratin4 (Krt4) promoter^74^, was replaced with mCherry. For mRNA synthesis, cDNAs for signalling proteins were PCR-amplified and cloned into the multi-cloning site of the pCS2p + vector. Cloned signalling proteins were as follows: human Bcl-2 (a gift from Dr. S. Korsmeyer, Addgene #8768)^75^, p35, zebrafish E-cadherin-GFP fusion gene (a gift from E. Raz)^67^, zebrafish *dkk1b* (a gift from Dr. M. Hibi)^76^, GFP-fusion zebrafish Smad2, zebrafish Smad2 DN, zebrafish Smad3a DN, zebrafish Smad3b DN, zebrafish Skilb, human SOD1, GFP-fusion zebrafish Bcl-2a (GFP-Bcl2) and caspase activity fluorescent biosensor/VC3Ai (a gift from Dr. B. Li, Addgene plasmid #78907)^77^. Probes for in situ hybridization were as follows: *otx2*^78^, *pax2a*^79^, *cdx4*^80^, *lef1*, *skilb*, GFP, Eluc-CP and firefly luciferase. SBE-luc (pGL4.48[luc2P/SBE/Hygro] Vector) was purchased from Promega.

### Antibodies

Primary antibodies were as follows: anti-E-cadherin (#610181, BD Bioscience, Franklin Lakes, NJ, 1:200 dilution in immunofluorescence (IF), 1:1000 in immunobloting); anti-αTubulin (#T6074, Sigma-Aldrich, St. Louis, MO, 1/2000); mouse anti-GFP (#A-11120, Thermo Fisher, Waltham, MA, 1/100); rabbit anti-GFP (#A-11122, Thermo Fisher, 1/500); anti-active caspase-3 (#559565, BD Bioscience, 1/300); anti-β-catenin (#C7207 Sigma-Aldrich, 1/500); anti-Sephs1 (ab96542 Abcam, 1/200); and anti-mKO2 (#M168-3M, MBL, Nagoya, Japan). Secondary antibodies were as follows: AlexaFluor488-conjugated anti-mouse IgG (#A-11029, Invitrogen, Waltham, MA, 1/300) and anti-rabbit IgG (#A-11034, Invitrogen, 1/300); AlexaFluor594-conjugated anti-mouse IgG (#A-11032, Invitrogen, 1/300) and anti-rabbit IgG (#A-11037, Invitrogen, 1/300); AlexaFluor647-conjugated anti-rabbit IgG (#4414, Cell Signaling Technology, Mountain View, CA, 1/500).

### TUNEL assay

Embryos were fixed with 4% paraformaldehyde overnight at 4 °C and dechorionated. Embryos were rehydrated using methanol. TUNEL assay was performed with the In Situ Cell Death Detection Kit, POD (Roche) according to the manufacturer’s instructions.

### Cell culture and reporter gene assay

Neruro-2a neuroblastoma cells were grown in Dulbecco’s modified Eagle’s medium supplemented with 10% foetal bovine serum. Cells were transfected with the expression plasmids using Polyethylenimine MW 25000 (Polysciences, Warrington, PA). Cells were seeded into 35 mm diameter plates and then transfected with OTM:Eluc-CP reporter gene plasmids (500 ng) and the pRL-EF vector (1 ng), which expresses *Renilla* luciferase under the control of the EF-1α promoter, along with the indicated expression vectors. After 48 h, Eluc-CP and *Renilla* luciferase activities were determined using the Dual luciferase assay system (Promega). The pRL-EF vector was used to normalize the transfection efficiency of the luciferase reporters. The mean and standard deviation of duplicates from one of three independent experiments are presented.

### Southern blotting

The tail fin of adult transgenic fish was amputated using surgical scissors and transferred to lysis buffer containing 0.1 μg/μl proteinase K. The sample was incubated overnight at 55 °C, followed by standard ethanol precipitation. Purified genomic DNA samples were digested with restriction endonuclease. Southern blot hybridization was performed using digoxigenin-labelled probe and standard methods.

### mRNA and antisense oligo MO microinjection

Capped mRNA was synthesized using the SP6 mMessage mMachine kit (Ambion, Austin, TX) and purified using Micro Bio-Spin columns (Bio-Rad, Hercules, CA). We injected synthesized mRNA at the one-cell stage of zebrafish embryos.

To perform knock-down experiment in zebrafish embryos, antisense oligo MOs (Gene Tools, Philomath, OR) were injected into one-cell and/or two-cell stage embryos. Standard control morpholino, 5′- CCT CTT ACC TCA GTT ACA ATT TAT A-3′; E-cadherin (*cdh1*), 5′-AAA GTC TTA CCT GAA AAA GAA AAA C-3′^81^ (0.3 ng); Smad4 (*smad4a*), 5′-AAT CAT ACT CAT CCT TCA CCA TCA T-3′^82^ (5 ng); APC, 5′-TAG CAT ACT CTA CCT GTG CTC TTC G-3′^83^ (2.5 ng); and p53, 5′-GCG CCA TTG CTT TGC AAG AAT TG-3′^84^ (5 ng) were used.

### Transplantation

In the experiment for Supplementary Fig. 3e, the embryonic cells from Tg(hsp70l:GFP-T2A-β-catCA) embryos injected with tetramethylrhodamine-conjugated dextran (Molecular Probes, Waltham, MA) were transplanted into 3.3–3.7 hpf-stage embryos obtained by crossing heterozygous Tg(hsp70l:GFP-T2A-β-catCA) fish with wild-type fish, and then exposed to heat-shock from 4.3 hpf to 5.3 hpf. The embryos were fixed with 4% paraformaldehyde at 9 hpf, and then immunostained. In the experiments for Fig. 4f and Supplementary Fig. 4f, the embryonic cells from embryos injected with either E-cadherin (*cdh1*) antisense oligo morpholino (1 ng) or standard control morpholino and tetramethylrhodamine-conjugated dextran were transplanted into 3.3 hpf to 3.7 hpf-stage wild-type embryos. The embryos were fixed at 9 hpf and immunostained.

### Chemical inhibitors

JNK inhibitor SP600125 (TOCRIS, Bristol, UK); p38 inhibitor SB203580 (TOCRIS); GSK-3β inhibitor 6-Bromoindirubin-3′-oxime (BIO) (FUJIFILM Wako, Osaka, Japan), and ROS inhibitor *N*-acetyl-l-cysteine (NAC) (Sigma-Aldrich) were used.

### Western blotting

A total of 30 zebrafish embryos were collected and their chorions and yolks were removed, then embryonic tissues were lysed using the same protocol as described in Embryonic cell preparation for RNA-Seq. Cells were pelleted at 300 g for 1 min and the supernatant discarded. Cell pellets were dissolved in lysis buffer. Cell lysates were resolved by sodium dodecyl sulphate-polyacrylamide gel electrophoresis and transferred onto polyvinylidene fluoride membrane (GE Healthcare, Buckinghamshire, UK). Membranes were immunoblotted with the primary antibodies and the bound antibodies were visualized with horseradish-peroxidase-conjugated antibodies against rabbit or mouse IgG (EMD Chemicals Inc., Darmstadt, Germany) using the ChemiLumi-One L Chemiluminescent Kit (Nacalai Tesque, Kyoto, Japan). The band intensities were measured using ImageJ. Uncropped scans of Western blots are shown in Supplementary Fig. 8.

### Quantitative reverse transcription PCR

Total RNA from a total 25 zebrafish embryos was purified using TRIzol reagent (Invitrogen) and cDNA was synthesized with the ReverTra Ace qPCR RT Master Mix with gDNA Remover (TOYOBO, Osaka, Japan). qPCR was performed in a Mx3000P QPCR system (Agilent Technologies, Santa Clara, CA) with THUNDERBIRD SYBR qPCR Mix (TOYOBO) and specific primers as follows: *cdh1*; 5′-TCA GTA CAG ACC TCG ACC GGC CAA-3′ (forward), 5′-AAA CAC CAG CAG AGA GTC GTA GG-3′ (reverse), *myca*; 5′-GCT TCA TCT GCG ATG ATG C-3′ (forwad), 5′-TGA TGC AGA GGT GCT CAG ATC-3′ (reverse), *mycb*; 5′-GAT GTG GTC AAC CAC AGC ATT-3′ (forwad), 5′-GGA CTC GGT CCT GGA TGA C-3′ (reverse), *dkk1b*; 5′-GCT TGG CAT GGA AGA GTT CG-3′ (forwad), 5′- AGT GAC GAG CGC AGC AAA GT-3′ (reverse), and *actb1*; 5′-TGG ACT TTG AGC AGG AGA TGG GAA-3′ (forward), 5′-AAG GTG GTC TCA TGG ATA CCG CAA-3′ (reverse). *actb1* was used as a loading control. qPCR cycling conditions were: 95 °C for 1 min, [95 °C for 10 s, 60 °C for 30 s] (45 cycles), followed by dissociation curve analysis.

### Whole-mount immunostaining

Embryos were fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS) overnight at 4 °C. The dechorionated embryos were washed with 0.5% Triton X-100 (PBST) four times and blocked with 10% foetal bovine serum, 4% Block Ace (Megmilk Snow Brand, Tokyo, Japan), and 1% dimethylsulphoxide (DMSO) in 0.1% PBST for 1 h. The embryos were incubated with the primary antibodies overnight 4 °C, then washed and incubated with AlexaFluor-conjugated secondary antibodies overnight at 4 °C. Immunostaining for anti-8-OHdG was performed according to previously described protocol with slightly modifications^85^, embryos were fixed with 50% Bounin’s solution in PBS overnight at 4 °C. The dechorionated embryos were washed with 0.2% PBST six times. After rinsing with PBS, embryos were treated with RNase (100 μg/ml) in Tris buffer (10 mM Tris-HCl (pH7.5), 1 mM EDTA, and 0.4 M NaCl) at 37 °C for 1 h. After rinsing with PBS, embryos were treated with proteinase K (10 μg/mL) at room temperature for 7 min. After rinsing with PBS, DNA was denatured by treatment with 4 N HCl for 7 min at room temperature. The pH was adjusted with 50 mM Tris-HCl for 5 min at room temperature. After rinsing with 0.2% PBST and blocking, embryos were incubated with anti-8-OHdG monoclonal antibody (15A3, abcam, ab62623, 1:200) and anti-GFP antibody (Invitrogen, A-11122, 1:300) overnight 4 °C, then washed and incubated with AlexaFluor-conjugated secondary antibodies and with Hoechst33342 (Invitrogen, H3570) overnight at 4 °C. Stained embryos were visualized with the M205FA fluorescence stereo-microscope (Leica, Wetzlar, Germany), LSM700 or FV1000 or FV3000 (Olympus) confocal laser-scanning microscope, or Lightsheet Z.1 Light Sheet microscope (Zeiss). Images were prepared and analysed with ImageJ or Imaris software (Bitplane). For the quantification of membrane β-catenin and E-cadherin levels, the fluorescence intensity in two intercellular areas per cell (n = 6 cells) in each region was measured. Analyses were performed in duplicate.

### Whole-mount in situ hybridization

Whole-mount in situ hybridization was performed according to standard protocol. Fluorescence in situ hybridization was performed according to the established protocol^86^. Digoxigenin- or FITC-labelled RNA antisense probes were prepared from plasmids containing *GFP*, *lef1*, *skilb*, *Eluc-CP*, *luciferase*, *otx2*, *pax2a* and *cdx4*. Images were taken using an M205A stereo-microscope (Leica) and with an FV1000 or FV3000 confocal laser scanning microscope.

### CEL-Seq2 and data analysis

Libraries were constructed following published protocol^87^ and sequenced using the Illumina HiSeq 1500 (San Diego, CA). The reads were aligned to the zebrafish reference genome (GRCz10) using Bowtie2 software (version 2.3.1)^88^. Read counting was performed per gene with HTSeq (version 0.6.1)^89^ so that duplicates in unique molecular identifiers were discarded. Using the resulting counts, genes with false discovery rates < 0.1 were extracted as differentially expressed using R library DESeq2 (version 1.10.1)^90^. Smad (Smad4)-target genes were selected using the ChIP-X database^21^ (http://amp.pharm.mssm.edu/lib/chea.jsp).

RNA-seq data have been deposited in the National Center for Biotechnology Information GEO database under the accession code GSE133526.

### Statistical analysis

Differences between groups were examined using a two-tailed unpaired Student *t* test, one-way ANOVA test, and Fisher’s exact test in Excel (Microsoft, Redmond, WA) or Prism7 (GraphPad Software, San Diego, CA). *p* values < 0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Reporting Summary

## Data Availability

The datasets generated and/or analysed during the current study are available from the corresponding author on reasonable request. RNA-seq data have been deposited in the National Center for Biotechnology Information GEO database under the accession code GSE133526.

# Supplementary material for: Cell competition corrects noisy Wnt morphogen gradients to achieve robust patterning in the zebrafish embryo
**Source:** Nat Commun. 2019 Oct 17;10:4710. doi: 10.1038/s41467-019-12609-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary files

Description of Additional Supplementary files

File name: Supplementary Movie 1

Description: Time-lapse imaging of Wnt/β-catenin signalling activity during zebrafish early embryogenesis. Wnt/β-catenin activity visualized by ELuc-CP luminescence (merged with bright-field image; left) in Tg(OTM:Eluc-CP) embryo (dorsal view). The luminescence intensity is shown by pseudo-colour (16 colours of ImageJ). Bar indicates luminescence intensity from high (red) to low (blue) (centre). Images were acquired every 5 min from 8 to 12 hpf. A: anterior, P: posterior. Scale bar, 200 μm. Graph shows time-lapse 3D surface plot of luminescence intensity (right).

File name: Supplementary Movie 2

Description: Live imaging of caspase-3 activation in zebrafish embryos. 3D projection of a zebrafish embryo injected with mRNA of the caspase activity fluorescent biosensor/VC3Ai (green) and membrane-tagged mKO2 (magenta) from 7 to 10 hpf. Images were acquired at 1.2 min intervals. The video is displayed at 15 frames/s. Scale bar, 100 μm.

File name: Supplementary Movie 3

Description: Behaviour of β-catCA-expressing cells in zebrafish early embryos. 3D projection of a mosaic embryos with cells overexpressing membrane GFP with β-catCA (Wnt activator) (green) around 7 hpf (left). The cell membrane was visualized with membrane mKO2 (magenta). Magnified image of boxed area (white line) (right). Images were acquired at 2-min intervals. The video is displayed at 15 frames/s. Scale bar, 100 μm.

File name: Supplementary Movie 4

Description: Behaviour of GFP-expressing control cells in zebrafish early embryos. 3D projection of a mosaic embryo with cells overexpressing membrane GFP alone (green) around 7 hpf (left). The cell membrane was visualized with membrane mKO2 (magenta). Magnified image of boxed area (white line) (right). Images were acquired at 2-min intervals. The video is displayed at 15 frames/s. Scale bar, 100 μm.

How the deposited data were processed for this re-analysis (not part of the article)

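Gene expression was measured by RNA-Seq in GFP+ cells of ‘Mosaic’ and ‘Ubiquitous’ embryos and in cells of ‘Uninjected’ embryos, with 2 libraries per group. The authors sequenced CEL-Seq2 libraries, aligned the reads to GRCz10 with Bowtie2, counted them per gene with HTSeq with duplicates in molecular identifiers discarded, and called differentially expressed genes with DESeq2 at a false discovery rate under 0.1. The values they deposited are regularized logarithms on the log2 scale. The paper's text does not name the step that made these values, which the table itself names. All 6 columns were used. Reads were not processed again.

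Group means of the deposited log2 values were compared with limma (version 3.58.1 in R 4.3.3), in a fit over all 6 libraries with a variance trend on the mean, and p-values were adjusted by the Benjamini-Hochberg method over the 3905 genes with a mean rlog of at least 2. The 3 comparisons were ‘Mosaic’ with ‘Uninjected’, ‘Ubiquitous’ with ‘Uninjected’ and ‘Mosaic’ with ‘Ubiquitous’. With 2 libraries per group, leaving out a library leaves no replicate in its group, so only values and no p-values are given for such fits.

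The counts behind the rlog values were inferred in Python (version 3.11.15, with numpy 2.4.6 and scipy 1.17.1) from the size factors, the dispersion trend and the shrinkage that together give the deposited values. They are inferred and were not taken from the authors. The inferred counts gave the deposited values to within 0.001 for 99.91% of the 14132 genes not listed at 0. In a test on simulated data, all 6 counts were recovered for 99.71% of 13156 genes. Inferred totals ranged from 34540 to 489311 counts per library, and a count of 0 leaves open a share of up to 3 counts in a library's total.

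The fit was tested on simulated libraries with the real genes' means and the real library sizes, with 200 genes changed in ‘Mosaic’. Between ‘Mosaic’ and ‘Ubiquitous’, 34 of 89 genes changed by 2 log2 units and 3 of 88 changed by 1 unit passed the threshold, as did 2 of 3578 unchanged genes. Between ‘Mosaic’ and ‘Uninjected’, 9 of 3578 unchanged genes passed. Another 100 sets were simulated without any change. The simulations carry the dispersion trend found in the deposited values, and no other technical variation.

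Gene symbols came from a table of Ensembl identifiers, which named 26433 of the 32266 genes and 3822 of the 3905 tested. Listed genes were matched by symbol, then by synonym from a table of the GRCz12tu assembly, and then by the symbol without the letter that marks a paralog. The last step was added after the data were examined, and genes matched by it are given under the table's symbol. Genes are named in the text if the paper names them from its RNA-Seq data, if they are *Myc* genes, TGF-β ligands, *cdh1* or members of the lists below, or if they are among the 5 largest rises or 5 largest falls of a comparison among genes that passed the threshold and whose groups did not overlap. Genes outside this rule that are named in the text were chosen after their values were seen.

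Lists of Wnt targets, p53 targets, enveloping layer markers, heat shock genes, interferon-induced genes, maternal genes and ribosome biogenesis genes were tested with camera (limma, preset correlation 0.01), adjusted over the lists in each comparison with a threshold of 0.05. Lists of mesoderm and endoderm, anterior neural and posterior neural genes, and of the Wnt pathway's feedback regulators and transcription factors, were written after the data were examined and adjusted over these 4 lists.

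The alternatives were no filter or a mean rlog of at least 4, quantile normalization or centring on the median, the variance prior without a trend or robust, a fit of only the 4 libraries compared, the lot number as a block, an adjusted p-value under 0.05, a difference of at least 2, fry and camera with an estimated correlation, and each library left out. Alternatives added after the data were examined were voom and a negative binomial likelihood-ratio test on the inferred counts, the 4 deepest libraries alone, and lists matched by symbol or synonym only.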

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

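The lists of Wnt targets, p53 targets and interferon-induced genes were not among those written after the data were examined. Apart from their tests, the tests of single genes and the alternatives set beforehand, this part's tests were chosen after group differences were seen. So were the genes of the mesoderm and endoderm list and of the anterior list. What the tests of these 2 lists and the simulation of shared ‘Uninjected’ libraries would show was written down before they were run.

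The list of Wnt targets differed between the groups. Its median difference between ‘Mosaic’ and ‘Ubiquitous’ was -0.263 over 10 genes, 8 of them lower in ‘Mosaic’ (adjusted p = 4.9e-05 from camera). Of the 10 genes, 5 had passed in some comparison. The call was lost under fry (adjusted p = 0.138) and with an estimated correlation (adjusted p = 0.231) and held under the other alternatives, and the median was -0.44 without the second ‘Ubiquitous’ library. The shrinkage of shallow libraries is argued against by the inferred counts, which are not shrunken and on which the median was -0.63 (adjusted p = 4.98e-05 from camera with voom weights). A different mix of germ layers among the sorted cells stays open. The 5 feedback regulators and transcription factors of the pathway had a median of -0.264 under camera (adjusted p = 0.00134) and did not pass under fry (adjusted p = 0.112), but all 5 are among the 10 Wnt targets, so this test decides nothing. ‘Ubiquitous’ cells came from a transgenic line and ‘Mosaic’ cells from injected embryos, so the level of β-catCA may differ between them, which was not tested.

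The list of p53 targets also differed between the groups. Its median difference was 0.674 between ‘Mosaic’ and ‘Ubiquitous’ (adjusted p = 0.00906 from camera) and 0.608 between ‘Mosaic’ and ‘Uninjected’ (adjusted p = 0.00835), with 4 of 5 genes higher in each, and none of the 5 is among the genes the paper names. Both calls held under fry (adjusted p = 0.0219 and 0.0224) over the 5 genes. With no filter, over 14 genes, the medians were 0.225 and 0.208, which passed under camera (adjusted p = 6.04e-07 and 1.46e-06) but not under fry (adjusted p = 0.0814 and 0.142). Neither call held with an estimated correlation (adjusted p = 0.231 and 0.282) or with a mean rlog of at least 4 (adjusted p = 0.499 and 0.449). Shrinkage of the shallow libraries is argued against by the inferred counts, in which the lower of the 2 ‘Mosaic’ libraries had a median log2 ratio of 1.022 to the deep ‘Ubiquitous’ library. A response to the injected DNA, which ‘Mosaic’ cells alone received, cannot be told apart from an effect of unfit β-catCA activity, because no injected group without β-catCA was sequenced. Interferon-induced genes, which injected DNA may raise, had a median difference of 0.024 between ‘Mosaic’ and ‘Ubiquitous’ with no filter (6 genes, adjusted p = 0.591 from camera), and this decides nothing, since p53 and interferon genes can respond apart.

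The 2 remaining results are signals in genes for which the paper's text and Fig. 5a give no RNA-Seq result. Both include *dkk1b*, which the paper overexpresses in other experiments. In the comparisons with ‘Uninjected’, 15 such genes passed in both ‘Mosaic’ and ‘Ubiquitous’ and in the same direction, 13 lower and 2 higher. The lower ones include the anterior genes *rx3*, *six7*, *otx2a*, *OTX1* and *shisa2a*, and also *si:dkey-269i1.4*, *ctslb*, *si:dkey-26g8.4* and 5 others, to which an anterior identity was not ascribed. For *rx3*, the inferred counts were 0 and 3 in ‘Mosaic’, 3 and 0 in ‘Ubiquitous’, and 17 and 191 in ‘Uninjected’ libraries. The higher ones are *dkk1b* and *SP5*. With no filter on low values, 6 and 7 genes in all passed in these comparisons. In 100 simulated sets without change, the highest number of genes that passed in both comparisons was 0. This single result argues against chance values of the shared ‘Uninjected’ libraries. It also argues against the depth of the first ‘Uninjected’ and second ‘Ubiquitous’ libraries. The simulation carries the dispersion trend and no other technical variation, so further variation of these shallow libraries stays open. A loss of anterior identity with Wnt/β-catenin activation may underlie the fall of the anterior genes and leaves that of the others open. Other anterior neural genes, none of them among the genes that passed, were lower in ‘Ubiquitous’ with a median of -0.274 over 8 genes with no filter (adjusted p = 2.81e-06 from camera) and of -0.809 over the 2 genes that passed the filter (adjusted p = 0.00184), while under fry neither passed (adjusted p = 0.225 and 0.203). The labels do not record the region of the embryo from which cells were sorted, and a difference in the regions sampled was not tested.

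Between ‘Mosaic’ and ‘Ubiquitous’ cells, 39 genes without an RNA-Seq result in the paper's text and Fig. 5a passed. With no filter on low values, 0 genes passed in this comparison, where 950 of 14132 had an unadjusted p-value under 0.05. The largest falls in ‘Mosaic’ were *tbxta*, with a difference of -1.50 (adjusted p = 0.025 from limma's test), *drll.2*, *mixl1*, *foxa* and *si:ch73-52f24.4*. In the 4 deepest libraries, without the second ‘Ubiquitous’ library, these differences were -1.51, -0.98, -0.94, -0.97 and -1.34 in the same order. The calls for *drll.2* and *foxa* were lost with voom (adjusted p = 0.123 and 0.11). That for *foxa* was also lost with the negative binomial test (adjusted p = 0.146). For the number of genes that passed, the depth of the second ‘Ubiquitous’ library is argued against by the simulation. At most 4 genes passed there in any of 100 sets, which carry the dispersion trend and no other technical variation of that library. A candidate explanation is a different mix of germ layers among the sorted ‘Mosaic’ cells. Other genes of mesoderm and endoderm, none of them among the genes that passed, had a median difference of -0.217 between ‘Mosaic’ and ‘Ubiquitous’ over 23 genes (adjusted p = 4.76e-05 from camera). The same list was higher in ‘Ubiquitous’ than in ‘Uninjected’ cells by 0.237 (adjusted p = 0.00597 from camera) and had a median of -0.275 between ‘Mosaic’ and ‘Uninjected’ (adjusted p = 0.0509). Under fry none of these passed (adjusted p = 0.0706, 0.193 and 0.153). With no filter, over 35 genes, the medians were -0.194, 0.08 and -0.23 in the same order. All then passed under camera (adjusted p = 3.46e-05, 0.0146 and 0.0205) and none under fry (adjusted p = 0.105, 0.241 and 0.222). The test does not separate a mix of cells from altered expression within the same cells.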

How the results depend on the processing

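The alternatives were set before the data were examined, apart from the counts-based tests, the 4 deepest libraries and the stricter name matching, which were chosen after seeing the data.

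The filter on low values changed the number of genes that passed most. With no filter, 6, 7 and 0 genes passed between ‘Mosaic’ and ‘Uninjected’, ‘Ubiquitous’ and ‘Uninjected’, and ‘Mosaic’ and ‘Ubiquitous’ (795, 468 and 950 of 14132 at an unadjusted p-value under 0.05), against 54, 19 and 52 with the filter. Only 2 genes passed in ‘Mosaic’ but not in ‘Ubiquitous’, 1 of them shared with the 39. Of the 14 genes the paper names, 0 passed between ‘Mosaic’ and ‘Ubiquitous’ (14 at an unadjusted p-value under 0.05) and 1 between ‘Mosaic’ and ‘Uninjected’, and 8 list tests passed in place of 5. With a mean rlog of at least 4, which leaves fewer genes to test, 18, 5 and 24 genes passed, 15 in ‘Mosaic’ but not in ‘Ubiquitous’, and 7 and 2 of the genes the paper names. Differences of at least 1 were then found for 19, 6 and 20 genes, and r fell to 0.342. The cause was not tested for the fits without a filter.

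The counts of genes that passed stayed within 1.5 times under quantile normalization, median centring, both variance priors and the fit of 4 libraries. At an adjusted p-value under 0.05, 33 genes passed between ‘Mosaic’ and ‘Ubiquitous’. Differences of at least 2 were found for 2, 4 and 0 genes in the 3 comparisons, against 44, 22 and 38 of at least 1. With the negative binomial test on inferred counts, 32 genes passed between ‘Mosaic’ and ‘Uninjected’ (30 shared) and 14 between ‘Mosaic’ and ‘Ubiquitous’ (11 shared), 20 passed in ‘Mosaic’ but not in ‘Ubiquitous’, and 3 of the genes the paper names passed between ‘Mosaic’ and ‘Ubiquitous’. In these 2 comparisons, 162 and 181 of 3905 genes had an unadjusted p-value under 0.05 in this test, against 440 and 506 in limma's test. Both 162 and 181 lie below a share of 0.05 of the genes, so the test may be strict on these data. The cause was not tested. With voom, 65, 26 and 43 genes passed, but on simulated data voom also passed 41 and 28 of 3578 unchanged genes in the comparisons of ‘Mosaic’ with ‘Uninjected’ and with ‘Ubiquitous’.

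A lot number is the only label that libraries of different groups share. The differences between lots 1 and 2 correlated across genes with r = -0.059, -0.12 and -0.039 between the 3 pairs of groups. With the lot number as a replicate block, 57, 23 and 50 genes passed, and apart from *pkdccb* between ‘Mosaic’ and ‘Ubiquitous’ no gene the paper names and no list changed its call.

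Across fits that each left out 1 library, differences of at least 1 were found for 48 to 68 genes between ‘Mosaic’ and ‘Uninjected’, 29 to 42 between ‘Ubiquitous’ and ‘Uninjected’, and 37 to 73 between ‘Mosaic’ and ‘Ubiquitous’, where 68 came without the second ‘Uninjected’ library, 42 without the first, and 40 and 73 without the first ‘Ubiquitous’ library and so from the shallowest library alone. The correlation ranged from 0.333 without the second ‘Mosaic’ library to 0.605 without the second ‘Uninjected’ library. In the 4 deepest libraries it was 0.505, and 50 genes differed by at least 1 between ‘Ubiquitous’ and ‘Uninjected’. The genes the paper names kept their direction between ‘Mosaic’ and ‘Ubiquitous’ in all 14 cases whichever library was left out. Against ‘Uninjected’, 13 of 14 kept it without the first ‘Uninjected’ library, with *krt8* the exception.

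Of the 5 list tests that passed under camera, 2 passed under fry, both for p53 targets, and 0 with an estimated correlation (1 at an unadjusted p-value under 0.05). Medians close to 0 changed sign under some alternatives, none past its threshold except that of maternal genes with no filter. Between ‘Mosaic’ and ‘Uninjected’, the median of Wnt targets became 0.332 with a mean rlog of at least 4 and 0.111 with voom, that of heat shock genes -0.004 with no filter and -0.062 with lists matched by symbol or synonym only, and that of maternal genes -0.06 with no filter (adjusted p = 0.00457). Between ‘Ubiquitous’ and ‘Uninjected’, p53 targets became -0.042 with no filter, -0.029 with the stricter matching and -0.011 with voom, heat shock genes -0.116 with quantile normalization, maternal genes 0.066 with quantile normalization, 0.03 with median centring and 0.102 with voom, and ribosome biogenesis genes 0.016 with median centring. Between ‘Mosaic’ and ‘Ubiquitous’, heat shock genes became 0.025 with the stricter matching, and maternal genes -0.058 with no filter (adjusted p = 0.0339), -0.013 with quantile normalization, -0.007 with median centring and -0.013 with voom. The causes were not tested. Over all named genes and lists, 68 other fits were weaker, 2 stronger and 12 moved in value.

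The depth limits what these data can show. Changes of 1 log2 unit mostly escaped the test in simulated data, and genes such as *tgfb1a* and *tgfb3*, with at most 4 counts in any library, allow no comparison of small changes or falls.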

Differences from the paper's values

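The paper states no numerical RNA-Seq value with which the present ones can be compared. In its text and Fig. 5a, *dkc1* is downregulated in unfit cells. Here its difference between ‘Mosaic’ and ‘Ubiquitous’ had the same direction, -0.58, but did not pass the threshold (adjusted p = 0.299 from limma's test). Under the alternatives that adjust over all genes tested, its adjusted p-value ranged from 0.11 to 0.97 and none called it, those chosen after seeing the values included. Adjusted over the list alone, which the study chose on these samples, it passed (adjusted p = 0.0236).

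The paper compares ‘Mosaic’ and ‘Ubiquitous’ cells with ‘Uninjected’ cells and describes *skilb*, *aplnrb*, *hsp70.3* and *dkc1* as downregulated and *h2afy2*, *pkdccb*, *fabp3* and *krt8* as upregulated in unfit cells, while Fig. 5a shows the comparison of ‘Mosaic’ with ‘Ubiquitous’. Against ‘Uninjected’, these 8 genes had the stated direction here but did not pass the threshold. Adjusted over the list alone, which is not independent evidence, *skilb* (adjusted p = 0.00986), *aplnrb* (0.0122), *fabp3* (0.0133), *pkdccb* (0.0245) and *h2afy2* (0.0253) passed, and *dkc1* (0.153), *hsp70.3* (0.277) and *krt8* (0.287) did not. No alternative that adjusts over all genes tested called any of the 8. The lowest adjusted p-value over these alternatives was 0.162 for *skilb*, 0.181 for *aplnrb*, 0.2 for *fabp3*, 0.218 for *h2afy2*, 0.224 for *pkdccb*, 0.351 for *dkc1*, 0.6 for *hsp70.3* and 0.682 for *krt8*.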

Other observations

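The enveloping layer list was taken up as an explanation for *krt8* after the result was seen. The gene *krt8* was higher in ‘Mosaic’ than in ‘Ubiquitous’ cells, while its difference from ‘Uninjected’ was within the spread of the ‘Uninjected’ libraries. A candidate explanation is that fewer cells of the enveloping layer, the outer epithelium of the embryo, were among the sorted ‘Ubiquitous’ cells. The list of enveloping layer markers, which does not hold *krt8*, had a median difference of -0.446 between ‘Ubiquitous’ and ‘Uninjected’ with 3 of 3 genes lower (adjusted p = 0.0176 from camera, 0.376 from fry), and the median was -0.152 without the second ‘Uninjected’ library and -0.812 without the first. Its medians between ‘Mosaic’ and ‘Uninjected’ and between ‘Mosaic’ and ‘Ubiquitous’, -0.156 and 0.5, did not pass (adjusted p = 0.532 and 0.727), and the latter was 0.232 without the first ‘Mosaic’ library. With no filter, over 17 genes, the median was -0.193 between ‘Ubiquitous’ and ‘Uninjected’ (adjusted p = 0.000433 from camera, 0.413 from fry), and 0.041 between ‘Mosaic’ and ‘Ubiquitous’, which passed under camera (adjusted p = 0.0339) but not under fry (adjusted p = 0.546). Because no call of this list held under fry, a change in *krt8* within the same cells cannot be told apart from a change in the share of these cells.

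Wnt targets were higher in ‘Ubiquitous’ than in ‘Uninjected’ cells, with a median difference of 0.237 over 10 genes (adjusted p = 1.97e-05 from camera, 0.274 from fry). It was 0.602 without the first ‘Uninjected’ library, 0.104 without the second and 0.464 without the second ‘Ubiquitous’ library. With no filter it was 0.072 over 14 genes (adjusted p = 0.000889 from camera, 0.211 from fry). The 5 feedback regulators and transcription factors were higher too, with medians of 1.313 in ‘Ubiquitous’ (adjusted p = 7.22e-09 from camera, 0.0654 from fry) and 0.731 in ‘Mosaic’ (adjusted p = 0.0177 from camera, 0.153 from fry). With no filter, over 6 genes, these medians were 0.754 and 0.407 (adjusted p = 3.7e-07 and 0.00344 from camera, 0.11 and 0.222 from fry). Between ‘Mosaic’ and ‘Uninjected’ the median of the Wnt targets was -0.053 (adjusted p = 0.992). Of these genes, *SP5* and *dkk1b* passed as higher, and *tbxta* passed as lower by -1.38 (adjusted p = 0.0205 from limma's test). For heat shock genes, the medians were 0.086 in ‘Mosaic’ and 0.078 in ‘Ubiquitous’ against ‘Uninjected’ and did not pass (adjusted p = 0.992 and 0.342). With a mean rlog of at least 4, that in ‘Ubiquitous’ was 0.353 and passed (adjusted p = 0.00928), while over all alternatives the adjusted p-value ranged from 0.00928 to 0.877. The median between ‘Mosaic’ and ‘Ubiquitous’ was -0.014 (adjusted p = 0.988). Of the list, *hsp90aa1.1* passed in ‘Mosaic’ against ‘Uninjected’, with adjusted p = 0.0308, and had a difference of 0.67 in ‘Ubiquitous’ that did not pass (adjusted p = 0.426). Outside the list, *HSPB8* was higher by 1.53 in ‘Mosaic’ (adjusted p = 0.00208) and by 1.01 in ‘Ubiquitous’ (adjusted p = 0.123). A difference in heat shock between the groups was not tested apart from these values. For maternal genes they were 0.029 and -0.005 over 2 genes, and for ribosome biogenesis genes -0.013 and -0.02 over 23 genes, and none passed (adjusted p = 0.992 in ‘Mosaic’ and 0.812 in ‘Ubiquitous’ for both lists). Between ‘Mosaic’ and ‘Ubiquitous’ their medians were 0.034 and 0.054 (adjusted p = 0.988 for both). That of p53 targets between ‘Ubiquitous’ and ‘Uninjected’ was 0.009 (adjusted p = 0.812). The interferon list had 1 gene past the filter and was tested only with no filter, where its medians against ‘Uninjected’ were 0.056 in ‘Mosaic’ and 0.034 in ‘Ubiquitous’ (adjusted p = 0.18 and 0.306). Anterior neural genes had a median of -0.409 between ‘Mosaic’ and ‘Uninjected’ (adjusted p = 0.0905 from camera) over 2 genes, and of -0.316 over 8 genes with no filter, which passed under camera (adjusted p = 0.00344) but not under fry (adjusted p = 0.222). Posterior neural genes had a median difference of 0.36 between ‘Mosaic’ and ‘Ubiquitous’ over 4 genes, which did not pass (adjusted p = 0.0751 from camera, 0.112 from fry). Against ‘Uninjected’ it was 0.304 in ‘Mosaic’ and -0.043 in ‘Ubiquitous’ (adjusted p = 0.0509 and 0.889). With no filter, over 17 genes, these medians were 0.036, 0.01 and 0.006 in the same order. Only that between ‘Mosaic’ and ‘Uninjected’ then passed under camera (adjusted p = 0.0205), and it did not pass under fry (adjusted p = 0.351).

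For some lists that did not pass, leaving out a single library changed the direction of the median. With each library left out in turn, the median ranged between ‘Mosaic’ and ‘Uninjected’ from -0.211 to 0.105 for Wnt targets, from -0.408 to 0.095 for enveloping layer markers, from -0.014 to 0.079 for heat shock genes, from -0.027 to 0.085 for maternal genes and from -0.095 to 0.14 for ribosome biogenesis genes. Between ‘Ubiquitous’ and ‘Uninjected’ the range was from -0.063 to 0.081 for p53 targets, from -0.027 to 0.207 for heat shock genes, from -0.16 to 0.149 for maternal genes and from -0.163 to 0.065 for ribosome biogenesis genes. Between ‘Mosaic’ and ‘Ubiquitous’ it was from -0.164 to 0.214 for heat shock genes, from -0.12 to 0.189 for maternal genes and from -0.052 to 0.217 for ribosome biogenesis genes.

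Of the interferon-induced genes, *isg15* was counted 6 and 10 times in ‘Mosaic’ and 0 times in the other 4 libraries, and did not pass with no filter (adjusted p = 0.374 against ‘Uninjected’ and 0.47 against ‘Ubiquitous’ from limma's test). It was singled out after its values were seen. Other large rises among genes that passed were *hoxb1b* (1.50) and *meis2b* (1.41) in ‘Mosaic’, and *nkd1* (1.50), *UBB* (1.32) and *foxa* (1.05) in ‘Ubiquitous’, all against ‘Uninjected’. With no filter none of these calls held. That for *foxa* was also lost in the fit of 4 libraries (adjusted p = 0.156), with voom (adjusted p = 0.229) and with the negative binomial test (adjusted p = 0.999). The call for *meis2b* was lost with a mean rlog of at least 4 (adjusted p = 0.185). The mRNA of *cdh1* had a difference of 0.45 between ‘Mosaic’ and ‘Uninjected’ (standard error 0.24, adjusted p = 0.503 from limma's test) and of -0.01 between ‘Ubiquitous’ and ‘Uninjected’ (adjusted p = 0.997). With each library left out in turn, they ranged from 0.17 to 0.73 and from -0.29 to 0.27.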
